# The Seed Development Factors *TT2* and *MYB5* Regulate Heat Stress Response in *Arabidopsis*

**DOI:** 10.3390/genes12050746

**Published:** 2021-05-15

**Authors:** Pierre Jacob, Gwilherm Brisou, Marion Dalmais, Johanne Thévenin, Froukje van der Wal, David Latrasse, Ravi Suresh Devani, Moussa Benhamed, Bertrand Dubreucq, Adnane Boualem, Loic Lepiniec, Richard G. H. Immink, Heribert Hirt, Abdelhafid Bendahmane

**Keywords:** environmental stress, seed development, site II element, HSFA2, TT2/ MYB5-MBW complex

## Abstract

*HEAT SHOCK FACTOR A2* (*HSFA2*) is a regulator of multiple environmental stress responses required for stress acclimation. We analyzed *HSFA2* co-regulated genes and identified 43 genes strongly co-regulated with *HSFA2* during multiple stresses. Motif enrichment analysis revealed an over-representation of the site II element (SIIE) in the promoters of these genes. In a yeast 1-hybrid screen with the SIIE, we identified the closely related R2R3-MYB transcription factors TT2 and MYB5. We found overexpression of *MYB5* or *TT2* rendered plants heat stress tolerant. In contrast, *tt2*, *myb5*, and *tt2/myb5* loss of function mutants showed heat stress hypersensitivity. Transient expression assays confirmed that MYB5 and TT2 can regulate the *HSFA2* promoter together with the other members of the MBW complex, TT8 and TRANSPARENT TESTA GLABRA 1 (TTG1) and that the SIIE was involved in this regulation. Transcriptomic analysis revealed that *TT2/MYB5* target promoters were enriched in SIIE. Overall, we report a new function of TT2 and MYB5 in stress resistance and a role in SIIE-mediated *HSFA2* regulation.

## 1. Introduction

Heat shock factors (HSFs) represent a widely conserved class of transcription factors involved in stress response and development [1,2]. Although they were first discovered in the context of the heat shock response, most biotic and abiotic stress responses require the concerted action of HSFs to regulate stress response and acclimation [3,4]. Elucidating the molecular mechanisms responsible for the regulation of *HSFs* is critical to enhance stress tolerance of plants. 

Plant genomes contain a large number of *HSFs*; 21 in *Arabidopsis*, 25 in rice or 38 in soybean, compared to a single *HSF1* in *Saccharomyces cerevisiae* and seven in humans [5]. HSFs are grouped into three classes depending on the presence of specific protein domains/motifs. A class HSFs positively regulate gene expression as they exhibit the transcription activator motif AHA (aromatic and large hydrophobic residues in an acidic context), whereas B and C class HSFs are considered to function as transcriptional inhibitors or co-activators.

In *Arabidopsis thaliana*, *HSFA2* seems to be of particular importance [3]. Whereas the master regulators of the HSF pathway, the 4 *HSFA1s* are specifically modulated by different environmental cues, *HSFA2* is induced systemically. *HSFA2* overexpression (OE) is sufficient to rescue most of the *hsfa1s* quadruple mutant defects [6,7]. Accordingly, *HSFA2* OE leads to resistance against multiple environmental stresses [8,9,10]. 

Among *Arabidopsis* A-class *HSFs*, HSFA1d and HSFA1e have been found to regulate *HSFA2.* However, *HSFA2* is still highly induced in response to heat and/or high light stress in the double *hsfa1d/hsfa1e* mutant [11]. Consequently, at least one other positive regulator of *HSFA2* expression must exist. 

In this study, we compared genes co-regulated with *HSFA2* under different stress conditions to define a cluster of *HSFA2* coregulated genes. We identified 43 genes strongly coregulated with *AtHSFA2* during cold, salt, heat, and hypoxia stress. Promoter analysis revealed the site II element (SIIE) to be enriched in the promoters of these genes. A yeast one hybrid (Y1H) screen, using *HSFA2* promoter as a bait, led to the identification of two close paralogs, the R2R3-MYB transcription factors TRANSPARENT TESTA 2 (TT2) and MYB5 as putative SIIE-binding proteins (SIIEBP). 

*TT2* was identified as a seed coat-specific factor responsible for proanthocyanidin (PA) accumulation, giving *Arabidopsis* seeds their characteristic brown color [12]. The function of TT2 in PA accumulation requires its interaction with a bHLH (TT8) and a WDR protein (TRANSPARENT TESTA GLABRA1 [TTG1]) to form an MBW (MYB/bHLH/WDR) complex that regulates several late anthocyanin/PA biosynthetic genes (LBGs). Multiple MBW complexes exist, with TT2 or the closely related MYB5 protein that differentially regulate LBGs including *BANYULS* (*BAN*) [12,13,14,15,16,17]. Even though MYB5 and TT2 are acting in similar protein complexes, they are spatially separated and not functionally redundant. *Myb5-1* mutants do not exhibit the transparent testa phenotype and most notably are defective in seed coat mucilage [18]. In MBW complexes, TT2 and MYB5 have been shown to interact with MYB core [C/T]NGTTR and/or and AC-rich elements, [A/C]CC[A/T]A[A/C], whereas bHLH partners bind E-box motifs (CANNTG/CACGTG) [17]. 

While *TT2* was previously described as a seed-specific factor, we found *TT2* along with its targets is induced in vegetative organs by heat stress. We show that TT2/MYB5-mediated *HFSA2* regulation involves the SIIE cis-element, in yeast and in planta. We also showed that TT2/MYB5-mediated *HFSA2* expression is significantly enhanced in the presence of TT8 and TTG1, two other members of the MBW complex. Consistent with this result, *Arabidopsis* plants overexpressing *TT2* and, to a lesser extent *MYB5*, exhibit enhanced resistance to heat stress and *tt2*, *myb5, tt8* and *tt2/myb5* loss of function mutants are more sensitive to heat stress. Gene expression analyses further confirm that *TT2* and *MYB5* upregulate genes related to multiple stress responses. Promoter enrichment analysis of differentially regulated gene networks revealed two different modes of transcriptional regulation, one depending on the AC-rich element and the E-box (secondary metabolic process related genes), and the other involving the SIIE, the E-box, and the HSE (genes involved in stress response). Overall, we report a new function of *TT2* and *MYB5* in stress response. 

## 2. Materials and Methods

### 2.1. Plant Material

Experiments were performed on *Arabidopsis thaliana* accession *Columbia 0*, unless specified otherwise. Plants were grown in growth chamber with a 100 µmol.m^−2^.s^−1^ light intensity with 8 h to 16 h of illumination per day for short and long day photoperiods, respectively. T-DNA insertion mutants *tt8-6* (N2105594), *tt2-5* (N2105593), *tt2-1* (NW83), and *myb5-1* (N2106725) were obtained from the NASC. The *tt2/myb5* double mutant was obtained from a cross between *tt2-1* and *myb5-1* and a homozygote individual was backcrossed three times in Col 0. Sequence data from this article can be found in The Arabidopsis Information Resource under the following accession numbers: AT2G26150 (*HSFA2*), AT3G35550 (*TT2*), AT3G13540 (*MYB5*), AT5G24520 (*TTG1*), AT4G09820 (*TT8*), AT1G61720 (*BAN*), AT4G22880 (*LDOX*), AT5G42800 (*DFR*), AT1G56650 (*PAP1*).

### 2.2. Bio-Informatic Analyses

Genevestigator software was used for publicly available microarray data analyses [19]. Coregulated genes were determined using the coregulations tool with a 0.8 Pearson’s coregulation coefficient cutoff. Genes’ descriptions and promoter sequence consensus were the ones of TAIR10 (www.tair.com, accessed on February 2016). Promoter motif enrichment was analyzed using the MEME suite V4.12.0 [20]. MEME was used for de novo motif prediction and AME was used for detecting the enrichment of known motif. 

### 2.3. Yeast One Hybrid

The REGIA collection was used for the screening, as previously described [21]. Site II element was de novo synthesized with cohesive ends corresponding to HindIII recognition site (Eurofins, Hamburg, Germany). Vector was digested accordingly and the following sequences were inserted in the bait vector by ligation: forward 5’ agc ttT CGT TAG AAA TAT ATT TAA GTA AAG TAT ATT ATG ATA TAT Ac 3’ and reverse 5’ tcg agT ATA TAT CAT AAT ATA CTT TAC TTA AAT ATA TTT CTA ACG Aa 3’. Cohesive ends are in lower case characters. The identity of the prey was confirmed by PCR followed by SANGER sequencing using target specific primers (Supplementary Table S1). 

### 2.4. Plant Transformation 

Coding sequences were amplified using the primers in Supplementary Table S10 (lower case indicates attB recombination sites). Amplified fragments were cloned into pDNR207 using the Gateway BP Clonase II enzyme mix (Thermo Fisher scientific n°11789020, Waltham, MA, USA) and then into a modified pGREENII0229 containing a gateway cassette using the Gateway LR Clonase II Enzyme mix (Thermo Fisher Scientific n°11791100, Waltham, MA, USA). Vectors were then transformed into *Agrobacterium tumefaciens* pMP90. Plant transformations were performed following the floral dip method.

### 2.5. Transient Protoplast Transformation and Flow Cytometry

*TT2* and *MYB5* coding sequences were amplified and cloned in pDNR207 entry vector with the BP clonase II mix (Thermo Fisher Scientific n°11789020). They were subsequently cloned in pBluescript-derived, *Physcomitrella patens* expression vectors [22], using the Gateway LR clonase II enzyme mix (Thermo Fisher Scientific n°11791100). The *HSFA2* promoter was amplified from Col 0 genomic DNA and cloned in pDNR207 entry vector with the BP clonase II mix (Thermo Fisher Scientific n°11789020). The promoter was then introduced into the destination GFP expression vector with the Gateway LR clonase II enzyme mix (Thermo Fisher Scientific n°11791100). The mutated HSFA2 promoter was synthesized by Eurofins genomics. WT promoter containing vector and the mutated promoter were digested by AscI and EcoRV and the mutated promoter was introduced in the GFP expression vector by ligation. Protoplast were prepared as previously described [22], and transformed with 5 µg of each intended plasmid. Protoplast fluorescence was determined 48 h after transformation using flow cytometry. Protoplast suspensions were filtered through a 30-μm mesh. Flow cytometry was performed on a Partec CyFlow® Space instrument (Sysmex France, 93420 Villepinte, France), with a 488 nm solid sapphire 20 mW laser for excitation and using a FloMax® data acquisition and analysis software (Sysmex France, 93420 Villepinte, France). Green fluorescence was detected with a FITC 527nm/30nm band-pass filter (FL1 channel). Red chlorophyll-based fluorescence from living protoplasts was detected with a 610nm/30nm band-pass filter in the FL2 channel. The side light scatter (SSC) detector high voltage was set to 161.5 V. The photomultiplier tube voltages were adjusted to 275 V for FL1 and 475 V for FL2 (logarithmic amplification mode, four decades range, speed 4). For each sample, the GFP fluorescence per population of cells was calculated as the product of the average fluorescence intensity by the number of cells in the positive gate, normalized by the total number of living protoplasts in the transformation. The gate was drawn along a line of maximum GFP intensities for positive samples, when compared with protoplasts that were only transfected with *pBAN*:*GFP* as negative controls. 

### 2.6. Heat Stress Resistance Assays

Seeds were gas-phased sterilized from 4 to 8 h. They were placed in an open tube inside a hermetic box containing a beaker with 50 mL of 9.6% bleach topped with a basket containing 3 mL of 37% HCl (Sigma-Aldrich, 258148, St. Louis, MO, USA). The box was sealed and shacked, and the HCl was poured into the bleach. After 4 to 8 h of sterilization, the seeds were sowed in 90 mm petri dishes on half strength Murashige and Skoog (MS) basal salt mixture (Sigma-Aldrich, M5524, St. Louis, MO, USA). The seeds were stratified at 4 °C for 48 h and seedlings were grown for 6 days in short day conditions before applying stress. Heat challenge consisted of 80 min at 44 °C. Plants were put back to control conditions immediately after stress and allowed to recover in control conditions for 10 days before survival rate was determined. Plants were considered dead if completely bleached, collapsed, or presenting a translucent, necrotic aspect.

### 2.7. RNA Extraction and Q-PCR

In vitro grown plantlets were used in all Q-PCR experiments. Plants were gathered and RNA was extracted with the Qiagen RNeasy plant mini kit (Qiagen, cat 74903, Hilden, Germany). The “user-developed protocol” for plant tissue was used without modifications. 1 µg of total RNAs were reverse transcribed using the Superscript II kit (Invitrogen, 18064, Carlsbad, CA, USA), according to the manufacturer’s instructions. mRNAs were quantified by Q-PCR using the MESA GREEN qPCR MasterMix (Eurogentec, RT-SY2X-03+WOU, Liege, Belgium). Actin and 26S proteasome mRNA were both used as reference genes in all experiments. Runs were performed on the CFX384 Touch™ Real-Time PCR Detection System and relative mRNA levels were analysed using the software Bio-Rad CFX manager (http://www.bio-rad.com, accessed on February 2016). Primers used for Q-PCR are presented in Supplementary Table S2.

### 2.8. RNA-Sequencing Transcriptomic Analysis 

Libraries were built from 2 µg of total RNA with the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (ref#E7420S) and sequenced on the Illumina NextSeq 500. Reads mapping and statistical analysis was performed with CLC Genomics Workbench 10 RNA-seq analysis suite. Gene ontology analyses were performed with AgriGO (http://bioinfo.cau.edu.cn/agriGO, accessed on August 2017). Gene regulatory network were modeled with Genemania (https://genemania.org/, accessed on August 2017). De novo motif discovery and motif enrichment analyses were performed with the MEME suite V4.12.0.

## 3. Results

### 3.1. Promoters of HSFA2 Coregulated Genes Are Enriched in the Site II Element Motif

To gain insight into the regulation of *HSFA2*, we used publicly available gene expression data (www.genevestigator.com, accessed on October 2015 [19]) and searched for *HSFA2* co-regulated genes. Genes showing a Pearson correlation coefficient above 0.8 were extracted. As expected, *HSFA2* was part of expression clusters strongly correlated during heat treatment (101 genes), cold stress (75 genes), hypoxia (178 genes), and salt stress (67 genes). One of the clusters, consisting of 43 genes, is systematically co-regulated with *HSFA2* and therefore called “*HSFA2* common stress cluster” (Figure 1a, Supplementary Table S3). The *HSFA2* common stress cluster is enriched in gene ontology terms “response to stress” and “protein folding” (Panther^TM^ V12) and comprises several known HSFA2 targets (Figure 1b, Supplementary Table S1). 

Search for cis-elements in the promoters of the *HSFA2* common stress cluster, using the MEME suite software [20] revealed two significantly over-represented motifs, the Heat Shock Element and the Site II element, hereafter called HSE and SIIE, respectively (Figure 1c,d). The HSE (5’-nGAAn-3’ repeats) was previously shown to be enriched in the promoters of HSFA2 and its targets [7,23], thereby validating the method (Figure 1d). Unexpectedly, we found that the majority (65.91%) of promoters (*p* = 4.4 × 10^−12^, Figure 1c) were also enriched in sequences corresponding to the SIIE motif (5’-(A/T)TGGGC(C/T) -3’ [24]. Analysis with PLMdetect further pinpointed an enrichment of the SIIE motif in a 200 bp window, between −136 bp and −332 bp upstream of the TSS [25]. Consistent with motifs involvement in transcription regulation, SIIEs were often found several times in the same promoters, in both forward and reverse orientation (Supplementary Figure S1). In the *HSFA2* promoter, 3 SIIEs were found in close proximity to the TSS (Figure 1e).

The SIIE was previously linked to cell cycle regulation as well as biotic and abiotic stress responses [24,26]. However, the identity of SIIE binding factors is still under debate. It was suggested that SIIEs interact with the TEOSINTE BRANCHED-1/CYCLOIDEA/PCF 20 (TCP20) factor [27]. However, in vivo experiments showed that TCP20 was not present in the region of SIIE motifs [28]. 

### 3.2. TT2 and MYB5, Two Related R2R3-MYBs TFs, Bind to HSFA2 Site II Element in Yeast

To identify upstream transcriptional regulators that could drive HSFA2 expression through binding of SIIE, we carried out a yeast one-hybrid (Y1H) screen. A 40 bp region of the *HSFA2* promoter from 175 to 216 bp before the TSS and containing two SIIEs, in sense and antisense orientation, was used as bait (Figure 2a). A similar sequence mutated on the SIIEs was used as a negative control to ensure the specificity of the interaction (Figure 2a). The REGIA collection, containing 1357 *Arabidopsis* transcription factors cloned in *Saccharomyces cerevisiae*, provided the set of different preys in the Y1H screen [21]. Clones harboring the mutated bait were subtracted from the list of positive clones possessing the wild type (WT) bait. Two TFs, TT2 (TRANSPARENT TESTA 2) and MYB5, fused to the GAL4 activation domain (GAL4AD), were identified to specifically activate transcription through SIIEs. To get an estimate of the strength of the interaction, yeast suspensions were diluted 10, 100, and 1000 fold and spotted on increasing concentrations of the antibiotic aureobasidin A (AurA), the reporter used for the screen. Growth inhibition was observed for the negative control (yeast with the bait but not the prey) at the standard concentration of 150 ng.µL^−1^, and was complete at 200 ng.µL^−1^ AurA (Figure 2b). Yeast harboring SIIE as bait and the prey TT2-GAL4AD or MYB5-GAL4AD showed no growth inhibition at 200 ng.µL^−1^ AurA. Dilution experiments in the yeast cellular context further indicated that TT2 has a higher affinity for SIIEs than MYB5 (Figure 2b). Interestingly, TT2 and MYB5 are closely related transcription factors belonging to R2R3-MYBs. 

### 3.3. TT2 or MYB5 Overexpression Induces HSFA2 Expression and Provides Stress Resistance in Planta 

To investigate the function of *TT2* and *MYB5* in heat stress, we constitutively expressed the two TFs under the control of CaMV35S promoter in *Arabidopsis*. Three and four independent transgenic lines, exhibiting strong *TT2* and *MYB5* transgene expression, respectively, were recovered (Supplementary Figure S2a,b). Analysis of *HSFA2* transcript accumulation in six-day-old seedlings revealed the constitutive expression of *HSFA2* in both *TT2* or *MYB5* overexpressor lines (Figure 3b). In accordance with previous reports describing *MYB5* as a ‘weak’ transcriptional activator [29], 35S:*TT2* plants accumulated more *HSFA2* transcripts than 35S:*MYB5* plants in control conditions (Figure 3b). As constitutive expression of *HSFA2* leads to thermotolerance, we assessed 35S:*TT2* and 35S:*MYB5* lines for heat stress resistance. Heat stress was applied on six-day-old seedlings and consisted of incubation of the seedlings for 80 min at 44 °C. To minimize experimental variability, plants were sown twice per plate, symmetrically, and in three randomized technical replicates (Figure 3a). Both 35S:*TT2* and 35S:*MYB5* lines showed enhanced resistance to heat stress in three independent biological replicates (Figure 3c,d, Supplementary Figure S2d). The heat stress resistance phenotype was stronger for 35S:*TT2* than for 35S:*MYB5* lines. Interestingly, no obvious developmental defects were observed in neither *TT2* nor *MYB5* overexpression plants in control conditions (Figure 3d, Supplementary Figure S2c). From this, we concluded that *TT2* and *MYB5* regulate *HSFA2* expression and lead to heat stress resistance.

### 3.4. TT2, MYB5, TT8, and TTG1 Activate HSFA2 Expression via SIIE Motifs

It has been shown that *TT2* and *MYB5* control outer seed coat development via a ternary MYB–BHLH–WDR (MBW) protein complex involving TT2⁄AtMYB123 or MYB5, TT8⁄AtBHLH042 and TTG1(TRANSPARENT TESTA GLABRA 1: WD-repeat protein) [29,30]. To test whether *TT2* and *MYB5* mediated *HSFA2* expression via SIIE involves the MBW complex, we exploited the *Physcomitrella patens* protoplast transient expression system. This consists of co-transformation of moss protoplasts with the investigated promoter and the test transcription factors. For quantification of the strength of the interaction, this method combines the advantages of GFP as a marker of promoter activity as a fast and reliable method for fluorescence measurements in cells with flow cytometry [22].

We co-transformed *P. patens* protoplasts with the *HSFA2* promoter GFP reporter construct p*HSFA2*:*GFP* in combinations with vectors expressing *TT2, MYB5*, *TT8*, or *TTG1*. As control, we used the *pHSFA2mut*:*GFP* reporter construct mutated in the SIIEs. The *HSFA2* promoter alone exhibited significant autoactivity that was reduced three-fold when the SIIEs were mutated (Figure 4a). This result indicated that homologous moss transcription factors are able to bind the SIIEs. Co-expression of *TT2* with *pHSFA2:GFP* increased the GFP signal 2.5-fold (Figure 4a). A similar increase was observed when *MYB5* was co-expressed with *pHSFA2:GFP* (Figure 4a). Both signals were significantly decreased when *TT2* or *MYB5* were co-expressed with the mutated promoter construct *pHSFA2mut:GFP* (Figure 4a). These results indicate that the SIIEs are necessary for the correct regulation of the *HSFA2* promoter by *TT2* or *MYB5*. Co-expression of *TT2* and *MYB5* further increased the activity of the *HSFA2* promoter, leading to a 3.9 fold increase of the GFP signal (Figure 4a). Consistent with previous reports describing MYB5-driven transcription as relatively weak [29], *MYB5/TT8/TTG1* co-expression triggered a 3.9-fold increase in GFP, whereas *TT2*/*TT8*/*TTG1* induced an 8-fold increase. The strongest signal was obtained by the *TT2*/*MYB5*/*TT8*/*TTG1* combination that yielded a 10-fold increase in GFP signal (Figure 4a). These results further confirmed that TT2, TT8, and TTG1 and to a lesser extent MYB5, cooperatively regulate the *HSFA2* promoter. Furthermore, GFP signals were weak when the different combinations of transcription factors were co-transformed with the promoter that lacks the SIIEs, indicating that the MBW complex activates *HSFA2* expression via SIIEs (Figure 4a).

### 3.5. The TT2/MYB5-MBW Complex Is Active in Vegetative Organs and Is Required for Heat Stress Resistance

We found that the TT2/MYB5-TT8-TTG1 complex can modulate the activity of the *HSFA2* promoter in transient assays and in transgenic overexpression lines (Supplementary Figures S3 and S4a). However, this complex was previously described as seed coat-specific [17]. To check whether the MBW complex could be active outside the seed context and responsible for the heat stress resistance phenotype, we looked for *BAN* transcript accumulation, a target of the MBW complex, in *TT2* OE lines by Q-PCR. We reverse transcribed RNA extracted from six-day-old in vitro grown plants. Consistent with previous reports describing the effect of *TT2* ectopic expression in roots and seedlings [12], we found *TT2*-overexpressing lines constitutively accumulate *BAN* transcripts in the absence of stress (Figure 4b). This confirmed that all the requirements for TT2-containing MBW complex activity were also met in vegetative organs. 

To test if TT2/MYB5-mediated *HSFA2* expression has a biological role in heat stress resistance and is not an artifact of overexpression, we subjected *tt2-5*, *myb5-1* and *tt2-1/myb5* loss of function mutants to heat stress. As *tt2-1* and *myb5* derive from *Ler* and Col-0 ecotypes, respectively, the double mutant was backcrossed three times in Col-0 to generate *tt2/myb5* double mutants in a genetic background approaching *Col*-0. Both the simple, *tt2-5*, *myb5-1* and the double *tt2-1/myb5* mutants were compromised in basal heat stress resistance when compared to the wild type control Col-0 (Figure 4c). The heat stress sensitivity was also observed for the *tt2-1* mutant in the *Ler* background (Supplementary Figure S2e). 

To investigate if *TT2* and *MYB5* function in heat resistance required the full MBW complex, we phenotyped *TT8* loss of function mutant, *tt8-6*, for heat resistance. TT8 is a central protein in the MBW ternary protein complex that is expressed in both seeds and vegetative tissues. Consistent with the *HSFA2* promoter-MBW interaction in *P. patens* protoplast transient expression assays, we found that basal heat stress resistance was compromised in *tt8-6* mutant plants (Figure 4c). As both *tt2/myb5* and *tt8* loss of function mutants are compromised in basal heat stress resistance, we concluded that the MBW ternary complex likely controls expression of genes required for basal heat stress resistance in *Arabidopsis*. 

Previously only MBW complexes containing Production of Anthocyanin Pigments 1 protein, PAP1, were described to be active in vegetative organs [17]. To further confirm that the TT2-containing MBW complex is active in leaves during heat stress, we investigated *TT2* and *PAP1* expression before and 80 minutes and 24 hours after heat stress treatments. We detected a very low level expression of *TT2* in plants before stress, but a four-fold upregulation upon heat stress. Inversely, we observed downregulation of *PAP1* during heat stress (Figure 5). To quantify the activity of TT2 and PAP1 during stress, we analyzed the expression of their direct targets, using Q-PCR. PAP1 induces the expressions of *LDOX*, *DFR*, and *TT8* but not *BAN*, whereas the expression of *LDOX*, *DFR*, *BAN*, and *TT8* is induced by TT2 [17]. Only *BAN* and *TT8* transcripts showed a marked increase after heat stress. On the contrary, the non-specific *DFR* and *LDOX* were not found modulated by heat stress (Figure 5). Taken together, these results show the TT2/MYB5-MBW complex is active in vegetative organs under heat stress.

### 3.6. TT2 and MYB5 Redundantly Regulate Stress Response Genes

We further investigated the impact of *TT2* and *MYB5* overexpression on gene expression through RNA-sequencing. 

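Whole seedlings were 6 days old and had grown without stress at 22 °C under an 8 h photoperiod. The deposited counts cover 3 libraries of Col-0 (M2, P2 and S2), 3 of *TT2* OE (O2, R2 and U2) and 2 of *MYB5* OE (N2 and Q2), whereas the paper describes 3 independent biological replicates. Each overexpressor carried a high level of its own transgene: *TT2* transcripts rose from 0.19 CPM (counts scaled to library size) in Col-0 to 499 CPM in *TT2* OE (adjusted p = 0.0111), and *MYB5* transcripts rose from 0.0864 CPM to 267 CPM in *MYB5* OE (adjusted p = 0.000623). Strand-specific libraries had been sequenced on a NextSeq 500 instrument, and the authors counted reads per gene with CLC Genomics Workbench 10. Total counts ran from 35496351 to 48428855 per library. Of 28496 genes, 20382 passed a filter on low counts, and these were compared between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Circadian clock genes parted the libraries into groups that cross the genotypes. The morning gene *CCA1*, a MYB transcription factor of the clock, stood at 5.21 CPM in Col-0 library M2, at 216 CPM in P2 and at 694 CPM in S2. Its partner *LHY* changed in the same direction between these groups, and the evening genes *TOC1* and *PRR5* were lower in P2 and S2 than in M2. Hierarchical clustering of log2 CPM gave 3 sets of libraries: M2, N2 and O2 (set 1), P2, Q2 and R2 (set 2), and S2 and U2 (set 3). Each set holds 1 library of Col-0 and 1 of *TT2* OE, and set 3 holds none of *MYB5* OE. The sets were found in the data and are not conditions, and no replicate number in the labels names them. Along the alphabetical order of the codes, however, each set is 1 round of Col-0, *MYB5* OE and *TT2* OE, without *MYB5* OE in set 3. Between sets 1 and 2, 5447 genes were higher and 5635 lower in set 2. The planned model compares genotypes alone, with a common dispersion of 0.13. A model with the set as a further term, called the set term from here on, was added after the data had been seen, and its dispersion was 0.0107. Counts were then simulated with the set differences and the dispersions of the set-term model. In these, a 2-fold change between *TT2* OE and Col-0 was called in 1.49% of the changed genes without the set term. With it the share was 95.5%, but the simulation follows that model and so favours it. Of its calls there, 6 of 180 in *TT2* OE and 14 of 176 in *MYB5* OE were of unchanged genes. Gene lists are tested with the set term, and the result of the planned model is added where its call differs.

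**Figure D1:**
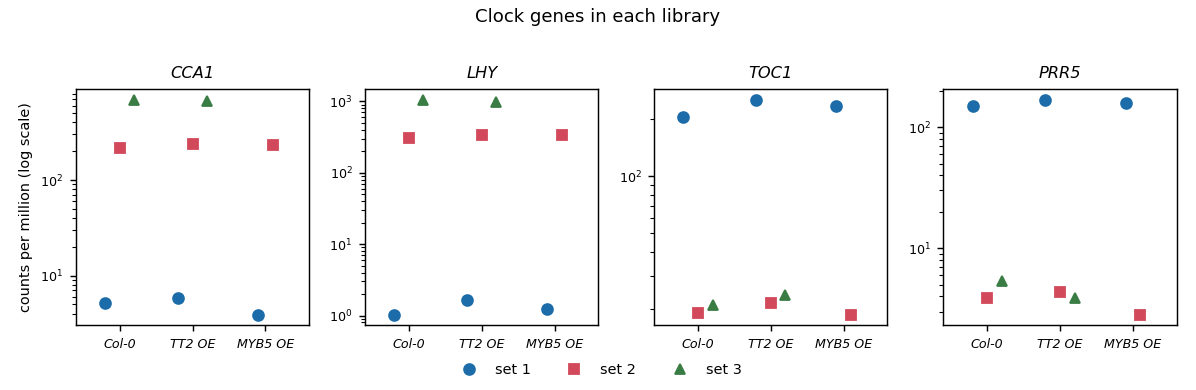
CPM (log scale) of 4 clock genes in each of the 8 libraries, by genotype on the horizontal axis. Each point is 1 library and its shape and colour give the set; *CCA1* lies at 5.21 CPM in the set 1 library of Col-0 and at 694 CPM in its set 3 library.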

We subjected unstressed, six-day-old Col-0, *TT2* OE and *MYB5* OE plants from three independent biological replicates to total RNA extraction and sequencing. We obtained approximately 40 million paired-end reads from each library. Reads were mapped and used to estimate gene expression using the RNAseq analysis suite of CLC genomics workbench (Qiagen). 

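A pair of neighbouring genes on chromosome 2 lost most of their transcripts in *TT2* OE. *TOPP4* (AT2G39840), a catalytic subunit of a protein phosphatase, lies from 16627216 to 16629412 (TAIR10.1) and fell from 19.1 ± 3.2 CPM (SD, n = 3) in Col-0 to 1.31 ± 0.414 CPM (SD, n = 3) in *TT2* OE. AT2G39850, a subtilisin-like protease gene beside it, stood at 16.8 ± 8.02 CPM (SD, n = 3) and 0.0521 ± 0.0488 CPM (SD, n = 3). *TT2* OE also had, with the set term, more transcripts of *MRN1*, which makes the triterpene marneral (4.58-fold, adjusted p = 0.00083), and of *VSP1*, a vegetative storage protein of the jasmonate response (2.94-fold, adjusted p = 0.0025). Transcripts of the expansin gene *EXPA2*, whose product loosens cell walls, fell by 3.23 on the log2 scale (adjusted p = 0.000522), and those of the cysteine protease *CP1* fell by 3.48 (adjusted p = 0.000406). In *MYB5* OE, transcripts of *ICK5*, an inhibitor of cyclin-dependent kinases, rose 3.5-fold (adjusted p = 0.00884). By edgeR in the planned model, *TOPP4* was the 1 gene apart from the transgenes that passed in *TT2* OE (log2 ratio -3.85, standard error 0.3, adjusted p = 0.0192), and 0 genes were higher; AT2G39850 had an adjusted p of 0.0749. In *MYB5* OE, 0 genes were higher and 0 were lower in that model. At an unadjusted p under 0.05, 130 genes were higher and 177 lower in *TT2* OE, and 79 higher and 132 lower in *MYB5* OE. DESeq2 called 19 higher and 10 lower in *TT2* OE and 6 higher and 6 lower in *MYB5* OE, and edgeR's likelihood ratio test called 16 and 10, and 6 and 1. Adding the set term, 141 genes rose and 145 fell in *TT2* OE, and 14 rose and 19 fell in *MYB5* OE. Among these calls, 1 in *TT2* OE and 2 in *MYB5* OE belong to AT1G53885 and AT1G29951, whose counts in the higher genotype all come from 1 library. Of the genes that fell, 63 in *TT2* OE and 7 in *MYB5* OE lie between AT5G06000 and AT5G10000 on chromosome 5. These counts varied with the library left out, though a fit with fewer libraries also has less power. Of the named genes called with the set term (56 in *TT2* OE and 20 in *MYB5* OE), 0 changed sign in any setting with that term. In *TT2* OE the counts were 31 and 23 without R2, 42 and 37 without P2, and 46 and 66 without M2. They were 84 and 86 without O2, 139 and 113 without S2, and 138 and 116 without U2. In *MYB5* OE, 0 rose and 2 fell without P2, 5 rose and 6 fell without Q2, 7 rose without M2, 5 fell without N2, and 39 rose and 40 fell without S2. Without Col-0 P2 and without *MYB5* OE Q2, the call of *ICK5* ended (adjusted p = 0.0506 and 0.167).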

Compared to Col-0, *TT2* OE and *MYB5* OE showed 684 and 354 differentially expressed genes (DEGs), respectively, with FDR adjusted *p*-values under 0.05 (Supplementary Table S4). The overexpressed *TT2* or *MYB5* transcripts were excluded from subsequent analyses. Most DEGs (62.7%), in *MYB5* OE were similarly regulated in *TT2* OE (Figure 6a,b). 

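The glucosinolate genes *CYP83A1*, *MAM1* and *CYP79F1* rose in both overexpressors with the set term, and *CYP86A1* and *FAR5*, which help build suberin, the lipid barrier of root cell walls, fell in both. Of the 14 genes that rose in *MYB5* OE, 7 also rose in *TT2* OE (50.0%), and of the 19 that fell in *MYB5* OE, 13 also fell in *TT2* OE (68.4%), which is 60.6% of the *MYB5* OE calls in all. Outside the stretch from AT5G06000 to AT5G10000, 6 of 12 genes that fell in *MYB5* OE also fell in *TT2* OE. Independent lists of these sizes would share 0.0969 genes that rose and 0.135 that fell (one-sided Fisher's exact test, p = 2.15e-12 and p = 1.81e-24). Both comparisons use the same Col-0 libraries. In 20 simulations of unchanged lines against shared controls, 0.15 genes were called in both on average in each direction, and at most 1. Across genes, which are not independent replicates, the covariance of the log2 ratios of the lines was 0.029, against 0.00948 in the simulations. The planned model shared 0 genes in either direction, while DESeq2 shared 3 that were higher and the likelihood ratio test 2, and both shared 0 that were lower. At an unadjusted p under 0.01 with the set term, 119 genes were higher in both and 188 were lower in both. The share was 25.0% without *TT2* OE R2 and 100% without Col-0 P2. Shared genes that rose numbered 0 without P2 and without R2, 2 without Q2, 4 without M2, 16 without U2 and 20 without S2. Shared genes that fell numbered 2 without P2 and without N2, 3 without R2, 5 without Q2, 22 without U2 and 26 without S2.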

Eighty-one genes were upregulated in both *TT2* OE and *MYB5* OE. Gene ontology (GO) analysis of those upregulated genes indicated enrichment in the “response to stress” or related categories (response to stimulus, abiotic stress, oxidative stress) as well as the “cellular development” and “cell differentiation” categories (Figure 6c). 

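Of 22 measured genes of aliphatic glucosinolate synthesis, which makes defence compounds from methionine, 3 rose in both overexpressors with the set term. *CYP83A1* (AT4G13770), a cytochrome P450 of the core pathway on chromosome 4 from 7990429 to 7992429, rose from 0.335 ± 0.175 CPM (SD, n = 3) in Col-0 to 1.45 ± 0.975 CPM (SD, n = 3) in *TT2* OE and 5.01 ± 4.96 CPM (SD, n = 2) in *MYB5* OE. These are log2 ratios of 2.12 (adjusted p = 0.0122) and 3.50 (adjusted p = 0.00321). *MAM1* (AT5G23010), which elongates methionine, rose by 2.14 in *TT2* OE (adjusted p = 0.0404) and by 3.44 in *MYB5* OE (adjusted p = 0.0174). The log2 ratio of *MAM1* was 1.34 in *TT2* OE without P2 and 2.33 in *MYB5* OE without Q2. *CYP79F1* (AT1G16410), which acts on the elongated chains, had 0 counts in Col-0. It was at least 14.2-fold higher in *TT2* OE and at least 37.6-fold higher in *MYB5* OE, against a floor of 3 counts over the Col-0 group. In *MYB5* OE it stood at 1.62 CPM in Q2 and 0.075 CPM in N2, so that bound rests on Q2. In *TT2* OE it stood at 0.635 CPM in R2, 0.217 CPM in U2 and 0.108 CPM in O2, so R2 carries most of that bound. *XTR6*, which remodels xyloglucan in the cell wall, rose by 0.85 and 0.93, and AT2G20670 rose by 0.77 and 0.66 on the log2 scale. None of the 22 fell with edgeR, DESeq2 or the likelihood ratio test (2 lower in *TT2* OE at an unadjusted p under 0.05). Adjusted over the list alone, 7 rose in *TT2* OE and 9 in *MYB5* OE. The list was chosen after the paper's results on these libraries had been read, so its direction is not independent evidence. Tested against all other genes with camera, the list was higher in *TT2* OE (adjusted p = 7.35e-05, and adjusted p = 0.255 with an estimated correlation) and in *MYB5* OE (adjusted p = 1.42e-13, and adjusted p = 0.158 with an estimated correlation). Without the set term edgeR gave each of *CYP83A1*, *MAM1*, *CYP79F1*, *XTR6* and AT2G20670 an adjusted p of 1 in both lines, while in *MYB5* OE *CYP83A1*, *MAM1* and *CYP79F1* passed with DESeq2 (adjusted p = 0.00796, 0.00345 and 0.0304) and the likelihood ratio test (0.0221, 0.00782 and 0.0123). The call of *CYP83A1* ended in *TT2* OE without P2 or R2 (adjusted p = 0.152 and 0.0815) and in *MYB5* OE without P2 or Q2 (adjusted p = 0.0506 and 0.115). The call of *MAM1* ended in *TT2* OE without P2, S2, O2, R2 or U2 (adjusted p from 0.0726 to 0.324) and in *MYB5* OE without P2 or Q2 (0.159 and 0.219). The call of *CYP79F1* ended in *TT2* OE without M2 or P2 (0.0527 and 0.311) and in *MYB5* OE without M2, P2 or Q2 (0.0532, 0.443 and 0.757), and that of AT2G20670 in *MYB5* OE without any 1 of M2, P2, N2 and Q2 (0.103 to 0.201). The call of *XTR6* ended in *TT2* OE without R2 (0.0609) and in *MYB5* OE without M2, P2 or N2 (0.0784, 0.159 and 0.0593).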

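*TTG2* (AT2G37260), a WRKY transcription factor of seed coat tannins and trichomes, stood at 2.23 ± 0.187 CPM (SD, n = 3) in Col-0, 4.81 ± 0.183 CPM (SD, n = 3) in *TT2* OE and 3.41 ± 0.935 CPM (SD, n = 2) in *MYB5* OE. *LDOX* (AT4G22880), which makes anthocyanidins for anthocyanins and proanthocyanidins, stood at 0.258 ± 0.221 CPM (SD, n = 3), 1.45 ± 0.404 CPM (SD, n = 3) and 0.215 ± 0.0562 CPM (SD, n = 2) in the same order. With the set term, *TTG2* rose 2.16-fold (adjusted p = 0.0122) and *LDOX* rose 5.76-fold (adjusted p = 0.0354) in *TT2* OE. The log2 ratio of *LDOX* there was 1.88 without S2 or without U2, a smaller rise. In *MYB5* OE the log2 ratios of *TTG2* (0.59, adjusted p = 0.475) and *LDOX* (-0.34, adjusted p = 0.936) did not pass edgeR's test. The difference between the lines themselves did not pass it either, at 0.53 for *TTG2* (adjusted p = 1) and 2.87 for *LDOX* (adjusted p = 0.234). *FLS1* (AT5G08640), the flavonol synthase, went from 10.8 ± 10.9 CPM (SD, n = 3) in Col-0 to 5.83 ± 5.12 CPM (SD, n = 3) in *TT2* OE and 7.0 ± 5.79 CPM (SD, n = 2) in *MYB5* OE. Within the sets it fell by 0.77 in *TT2* OE (adjusted p = 0.0167) and by 1.05 in *MYB5* OE (adjusted p = 0.0284) on the log2 scale. *FLS1* lies on chromosome 5 from 2803833 to 2805606, inside a block of genes that were lower together in both lines. Of 10 early flavonoid and flavonol genes, *FLS1* alone passed, and the list as a whole did not differ from other genes in *TT2* OE (camera, adjusted p = 0.912). In *MYB5* OE that list was lower with the set term alone (adjusted p = 0.000175, adjusted p = 0.302 with an estimated correlation, and adjusted p = 0.397 in the planned model). The 3 measured genes that decorate anthocyanins did not pass in *TT2* OE, singly or as a list (camera, adjusted p = 0.777). The planned model gave an adjusted p of 0.85 for *TTG2* and 1 for *LDOX* and *FLS1* in *TT2* OE, and DESeq2 without the set term called *TTG2* there (adjusted p = 0.00491). The call of *TTG2* ended without P2, O2 or R2 (adjusted p = 0.0878, 0.064 and 0.0647), that of *LDOX* without M2, S2, O2 or U2 (0.185, 0.0934, 0.147 and 0.112), that of *FLS1* in *TT2* OE without M2, P2 or R2 (0.0848, 0.207 and 0.283), and that of *FLS1* in *MYB5* OE without M2, P2, N2 or Q2 (0.0934, 0.283, 0.0907 and 0.146).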

Interestingly, among the flavonoid biosynthesis genes, *LDOX, TTG2* were upregulated and *FLAVONOL SYNTHASE 1* (*FLS1*) was downregulated in *TT2* and *MYB5* OE. *TT4*, *TT8*, *BAN*, and *DFR* were found upregulated in *TT2* OE only. 

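*BAN* (AT1G61720), the anthocyanidin reductase that opens the proanthocyanidin branch, had 0 counts in Col-0 and 166 in *TT2* OE (1.34 ± 0.399 CPM, SD, n = 3), where it was at least 59.5-fold higher. *DFR* (AT5G42800), the reductase upstream of all anthocyanidins, rose from 0.156 ± 0.226 CPM (SD, n = 3) to 3.56 ± 0.491 CPM (SD, n = 3) in *TT2* OE. *TT8* (AT4G09820), the bHLH partner of *TT2* in the MBW complex, rose in *TT2* OE from 0.0546 ± 0.0302 CPM (SD, n = 3; 7 counts over Col-0) to 0.469 ± 0.125 CPM (SD, n = 3) and was measured at 0.606 ± 0.29 CPM (SD, n = 2) in *MYB5* OE. *TT19*, a glutathione transferase that carries anthocyanins to the vacuole, rose 4.65-fold in *TT2* OE with the set term (adjusted p = 0.0395). *TT4* (AT5G13930), the chalcone synthase that starts the pathway, stood at 34.0 ± 35.8 CPM (SD, n = 3) in Col-0 and 52.4 ± 28.9 CPM (SD, n = 3) in *TT2* OE, and did not pass (log2 ratio 1.08, adjusted p = 0.0841 with the set term). Given the set term, edgeR had an adjusted p of 0.00157 for *BAN*, a 24.1-fold rise of *DFR* (log2 ratio 4.59, standard error 0.551, adjusted p = 0.00183) and an 8.46-fold rise of *TT8* (adjusted p = 0.0294) in *TT2* OE. In *MYB5* OE, *BAN* had 1 count, *DFR* had a log2 ratio of 0.43 (adjusted p = 0.928), and *TT8* a log2 ratio of 3.42 (adjusted p = 0.0714). Tested directly, *TT2* OE exceeded *MYB5* OE in *BAN* (166 counts against 1, a ratio of 114 with a 95% counting interval from 20.2 to 4520, adjusted p = 0.0168) and in *DFR* (log2 ratio 4.16, adjusted p = 0.022). The lines did not differ by this test in *TT8* (-0.34, adjusted p = 1), and *TT4* had a difference of 1.90 (adjusted p = 0.054); without *TT2* OE R2, *TT4* passed against Col-0 (adjusted p = 0.0026). Of 7 late flavonoid and proanthocyanidin genes, 4 rose in *TT2* OE (*BAN*, *DFR*, *LDOX* and *TT19*), and 5 when adjusted over the list alone. As a list they were higher in *TT2* OE, with a median log2 ratio of 2.22 (camera, adjusted p = 9.46e-14), while the adjusted p with an estimated correlation was 0.0685, and 0.00251 in the planned model. In *MYB5* OE none of the 7 passed edgeR, DESeq2, the likelihood ratio test or an unadjusted p under 0.05, and the list had an adjusted p of 0.841. Of 13 MBW complex members and flavonoid regulators, 2 (*TT8* and *TTG2*) rose in *TT2* OE and 6 when adjusted over the list alone (camera, adjusted p = 2.68e-05, and adjusted p = 0.073 with an estimated correlation). In *MYB5* OE that list was higher too (camera, adjusted p = 0.00502, and 0.158 with an estimated correlation), though edgeR called 0 of its genes. Without the set term, edgeR gave *TT2* OE an adjusted p of 0.239 for *BAN*, 0.85 for *TT8* and 1 for *DFR*, *TT4* and *TT19*, but DESeq2 called *BAN* (2.96e-07), *DFR* (0.00208) and *TT8* (0.0326) and so did the likelihood ratio test (9.88e-16, 0.0288 and 0.00256). Both of these also called *TT8* in *MYB5* OE without the set term (0.0272 and 0.00201), and neither called *BAN* or *DFR* there. The call of *TT8* in *TT2* OE ended without any 1 of the 6 Col-0 and *TT2* OE libraries (adjusted p from 0.0684 without S2 to 0.226 without P2), and that of *TT19* likewise (0.0537 without S2 to 0.22 without M2). Without P2 the log2 ratio of *TT8* in *TT2* OE was 2.41, a smaller rise.

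**Figure D2:**
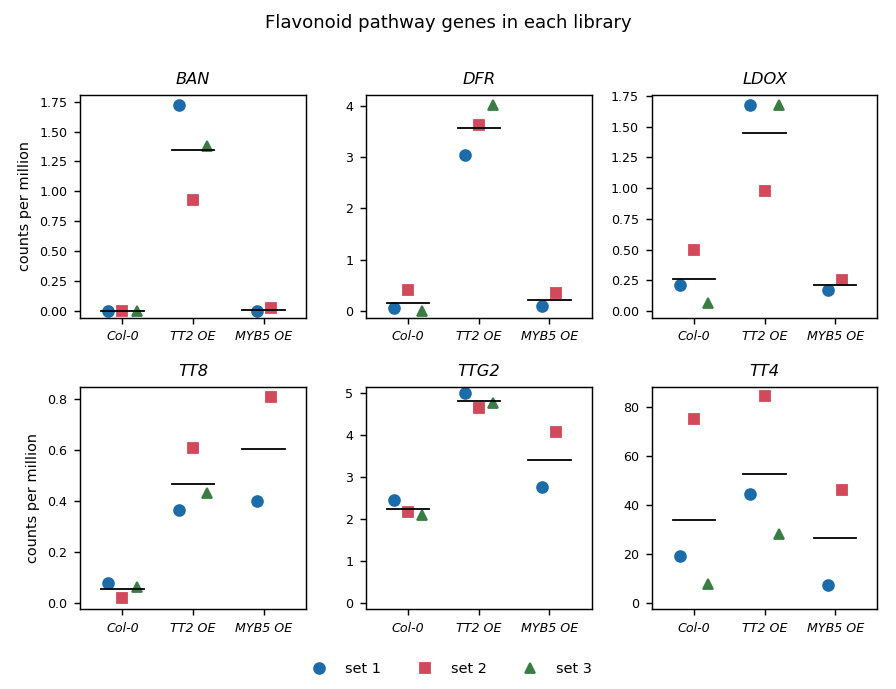
CPM of 6 flavonoid genes in each library, by genotype. Each point is 1 library, its shape and colour give the set, and the line is the mean of the genotype; *BAN* has 0 counts in all 3 Col-0 libraries and a mean of 1.34 CPM in *TT2* OE.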

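*PAL1* (AT2G37040) and *PAL4* (AT3G10340), phenylalanine ammonia lyases at the entry of phenylpropanoid metabolism, each fell by 0.53 on the log2 scale in *TT2* OE with the set term (adjusted p = 0.00815 and 0.0122). *PAL1* stood at 153 ± 117 CPM (SD, n = 3) in Col-0 and 105 ± 77.9 CPM (SD, n = 3) in *TT2* OE, and was lower than in Col-0 in each of the 3 sets. *CYP86A1*, which hydroxylates fatty acids for suberin, fell in both lines, by 1.06 (adjusted p = 0.0043) and 1.15 (adjusted p = 0.0295), and so did *FAR5*, which makes suberin alcohols, by 1.16 (adjusted p = 0.00526) and 1.30 (adjusted p = 0.0284). The other shared genes that fell with the set term include AT2G38380, a class III peroxidase (-0.57 and -0.89), the cation exchanger *CHX17* (-0.92 and -0.96), and, on chromosome 5, *FLS1* and *PELPK1* (-1.35 in each line). Of 17 general phenylpropanoid and lignin genes, 2 fell in *TT2* OE (9 when adjusted over the list alone), with a median of -0.23 (camera, adjusted p = 3.31e-08, and adjusted p = 0.0584 with an estimated correlation). In *MYB5* OE edgeR called 0 of them (4 lower at an unadjusted p under 0.05, 1 by DESeq2 and 1 by the likelihood ratio test), with 2 lower when adjusted over the list alone. As a list they were lower in *MYB5* OE with the set term alone (adjusted p = 0.00024, and adjusted p = 0.109 with an estimated correlation): in the planned model 12 of the 17 were higher, with a median of 0.03 (adjusted p = 0.864). Of 9 root suberin genes, 4 fell in *TT2* OE and 2 in *MYB5* OE, and 6 in each line when adjusted over the list alone (camera, adjusted p = 3.52e-11 and 1.28e-12, and adjusted p = 0.0756 and 0.109 with an estimated correlation). Position on the chromosome also marked the lower genes. From AT5G06800 to AT5G09590 (chromosome 5, 2103115 to 2978750), 187 of 193 expressed genes were lower in *TT2* OE and 189 in *MYB5* OE, with median log2 ratios of -0.41 and -0.43 with the set term, and -0.42 in each without it. Within the sets, the median of the block lay between -0.47 and -0.40 in each of 5 pairs of an overexpressor and a Col-0 library. The ends of the block were set by these same ratios to Col-0, and both lines share the Col-0 libraries. Without the set term the adjusted p of *PAL1*, *PAL4*, *CYP86A1* and *FAR5* was 1. The call of *PAL1* ended without P2 or R2 (adjusted p = 0.0638 and 0.139), that of *PAL4* without M2, P2, O2 or R2 (0.0641, 0.115, 0.054 and 0.141), that of *CYP86A1* without R2 in *TT2* OE (0.0609) and without P2, N2 or Q2 in *MYB5* OE (0.199, 0.0907 and 0.171), and that of *FAR5* without P2 or R2 in *TT2* OE (0.0729 and 0.119) and without M2, P2, N2 or Q2 in *MYB5* OE (0.107, 0.24, 0.0752 and 0.185). The call of AT2G38380 ended in *TT2* OE without M2, P2, S2, R2 or U2 (0.0757, 0.137, 0.062, 0.245 and 0.0615) and in *MYB5* OE without M2, P2 or N2 (0.0532, 0.159 and 0.105), and that of *CHX17* in *TT2* OE without R2 (0.102) and in *MYB5* OE without P2, N2 or Q2 (0.283, 0.0624 and 0.388).

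**Figure D3:**
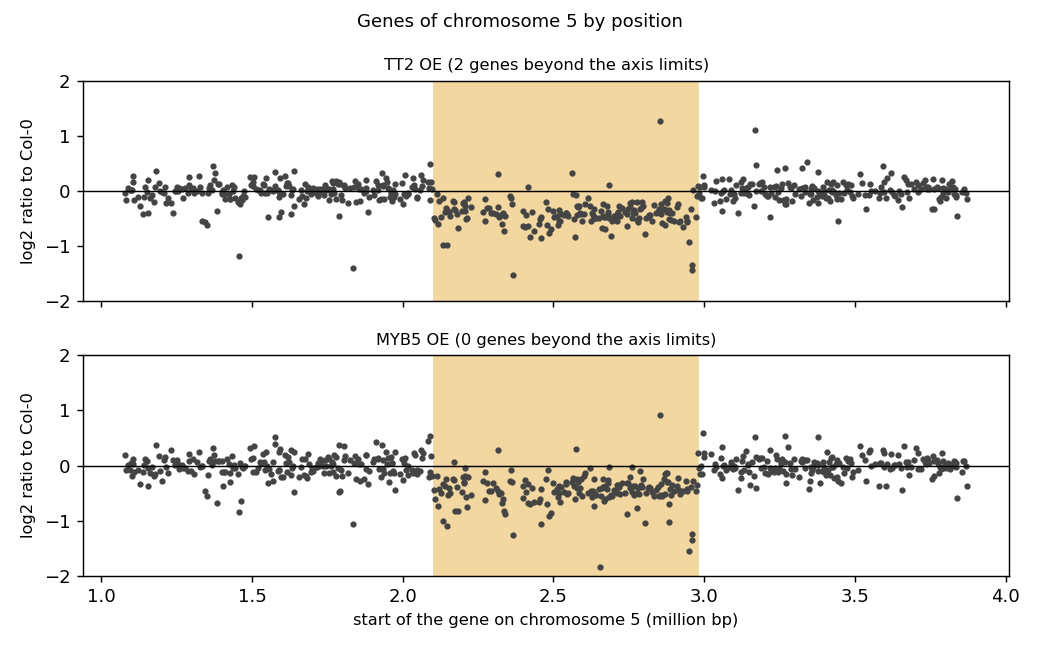
Log2 ratio to Col-0 with the set term of 607 tested genes by their start on chromosome 5, in *TT2* OE above and *MYB5* OE below. Each point is 1 gene and the shaded stretch is the block, where the medians are -0.41 and -0.43.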

Downregulated genes in *TT2* OE and *MYB5* OE were enriched in “secondary metabolic process”, “phenylpropanoid metabolic process” and “cellular amino acid derivative metabolic process” although less than 10% of the 138 genes belonged to these categories (Figure 6b,d). Overall, we found that *TT2* and *MYB5* redundantly control stress response genes while only *TT2* regulates late flavonoid biosynthesis genes. 

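Heat-induced chaperones, which refold or hold denatured proteins, were slightly higher as a list in *TT2* OE by camera with its preset correlation, and did not pass with an estimated correlation. Of 25 measured chaperones and cofactors, edgeR called 0 in *TT2* OE (7 higher at an unadjusted p under 0.05, 0 by DESeq2 and 3 by the likelihood ratio test), and 4 were higher when adjusted over the list alone. Their median log2 ratio was 0.27 in *TT2* OE (camera, adjusted p = 2e-04, and adjusted p = 0.26 with an estimated correlation) and 0.15 in *MYB5* OE (adjusted p = 0.000361, and adjusted p = 0.407 with an estimated correlation). In the planned model the list did not pass in *MYB5* OE (adjusted p = 0.158), and it passed in *TT2* OE (adjusted p = 0.0165). The 18 heat shock factors, which switch on chaperone genes, had a median of 0.16 in *TT2* OE (adjusted p = 0.00855, and adjusted p = 0.119 with an estimated correlation) and 0.06 in *MYB5* OE (adjusted p = 0.331). *PR1*, a marker of salicylate defence, fell in *TT2* OE from 41 counts in Col-0 to 1 (ratio 0.0268, 95% counting interval from 0.000661 to 0.158, adjusted p = 0.0112), and had a log2 ratio of 2.42 in *MYB5* OE (adjusted p = 0.0569). *HCHIB*, a basic chitinase against fungi singled out after its values were seen, rose by 1.92 in *TT2* OE (adjusted p = 5.37e-07) and was higher there than in *MYB5* OE (log2 ratio 1.74, adjusted p = 1.08e-05). Tested directly with the set term, 33 genes differed between *TT2* OE and *MYB5* OE, among them *PR1* (adjusted p = 0.000581), *LOX1* and the late flavonoid genes *BAN* and *DFR*. A single gene, *TOPP4*, differed in the planned model (1 call), and DESeq2 called 19 and the likelihood ratio test 17; with the set term the count was 12 without O2, 17 without R2 and 21 without N2. The call of *PR1* in *TT2* OE ended without M2, O2 or R2 (adjusted p = 0.0904, 0.0891 and 0.0514). The paper states that *TT2* and *MYB5* act redundantly on stress response genes and that *TT2* alone regulates late flavonoid genes, and its Discussion proposes the redundancy from the RNA-seq analysis, with flavonoid genes differentially expressed in *TT2* OE alone.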

We then looked for motif enrichment in the promoters of DEGs. De novo motif discovery was performed using 500 bp upstream of all genes upregulated by TT2 (Figure 6e). 

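The E-box CACGTG, a site bound by bHLH and bZIP factors, was more frequent upstream of genes that rose in *TT2* OE than upstream of other tested genes. It lay within 500 bp upstream of the transcription start in 28 of 141 genes that rose with the set term (19.9%), against 10.3% of the others (odds ratio 2.17, adjusted p = 0.00835). Among the higher genes of the paper's Table S4 it lay in 62 of 375 for *TT2* OE (16.5%, odds ratio 1.74, adjusted p = 0.00497) and in 27 of 156 for *MYB5* OE (17.3%, odds ratio 1.83, adjusted p = 0.0457). Genes lower in *TT2* OE in that table had it in 10.6% of promoters (odds ratio 1.03, adjusted p = 1). The sets of higher genes overlap: 139 of the 141 are in the *TT2* OE list of Table S4, which shares 81 higher genes with that of *MYB5* OE. The E-box was searched in 500 bp promoters alone, and no other background was tried for it. Each set was compared with all other tested genes that have a promoter by a two-sided Fisher's exact test, adjusted over 48 tests of 4 elements in 12 sets. The planned model gave too few called genes for such a test, so the set term and the lists of Table S4 were taken up after this had been seen.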

Notably, SIIE motif was found to be enriched together with motifs similar to the E-box (Figure 6e). Similar results were obtained from MYB5 upregulated genes. We confirmed this result by looking for enrichment of the motifs in the promoters of genes upregulated in *TT2* OE or *MYB5* OE and found the SIIE was enriched in both cases (*p* = 1.32 × 10^−17^ and *p* = 6.91 × 10^−8^, respectively). 

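The site II element, read here as [AT]TGGGC[CT] on either strand, was less frequent upstream of the genes higher in *TT2* OE than upstream of other tested genes. Among the higher genes of Table S4 for *TT2* OE it lay in 71 of 375 promoters (18.9%), against 26.0% of the others (odds ratio 0.665, adjusted p = 0.0153). For *MYB5* OE it lay in 31 of 156 (19.9%, odds ratio 0.71, adjusted p = 0.336). Genes that rose with the set term had it in 19 of 141 promoters in *TT2* OE (13.5%, odds ratio 0.445, adjusted p = 0.00746) and in 3 of 13 in *MYB5* OE (23.1%, odds ratio 0.86, adjusted p = 1). The direction turned when the background was changed after this had been seen: against 1000 shuffles of the same promoters the odds ratio was 3.03 for the higher genes of *TT2* OE and 3.25 for those of *MYB5* OE in Table S4, and 2.19 for the genes that rose in *TT2* OE with the set term. By that same measure 500 random tested genes had an odds ratio of 4.93, with the element in 28.0% of their promoters against 7.31% after shuffling. With 1000 bp promoters the odds ratio of the Table S4 genes of *TT2* OE was 0.766 and no longer passed when adjusted over the 12 sets (adjusted p = 0.0776).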

Promoters of *TT2* OE downregulated genes were also found to be enriched in SIIE (*p* = 1.09 × 10^−2^). These results further confirm the importance of the SIIE and E-box motif for *TT2*/*MYB5* regulation of transcription. 

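Promoters of genes lower in either overexpressor also held the site II element less often than those of other tested genes. In Table S4 it lay upstream of 48 of 301 genes lower in *TT2* OE (15.9%, odds ratio 0.54, adjusted p = 0.00228) and of 32 of 189 lower in *MYB5* OE (16.9%, odds ratio 0.582, adjusted p = 0.0302). Of the genes that fell with the set term, 23 of 140 in *TT2* OE had it (16.4%, odds ratio 0.562, adjusted p = 0.0475), and 1 of 19 in *MYB5* OE (5.26%, odds ratio 0.159, adjusted p = 0.163). Fisher's exact tests were used, each two-sided, and the genes between AT5G06000 and AT5G10000 make up part of these sets. Without that stretch the odds ratio in Table S4 was 0.348 for *TT2* OE and 0.311 for *MYB5* OE. Against shuffled promoters, the background added later, the ratios turned to 2.6 and 2.65 for Table S4 and 2.63 for the genes that fell in *TT2* OE with the set term. With 1000 bp promoters the odds ratio for the genes lower in *TT2* OE was 0.807 in Table S4 and no longer passed when adjusted over the 12 sets (adjusted p = 0.181), nor did the genes that fell in *TT2* OE with the set term (adjusted p = 0.192). Upstream of the start codon, the genes lower in *MYB5* OE in Table S4 (adjusted p = 0.0852) and those that fell in *TT2* OE with the set term (adjusted p = 0.0834) did not pass.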

### 3.7. TT2 Differentially Regulates Multiple Stress Response and Flavonoid Metabolism Genes 

As *TT2* is a more potent transcriptional regulator than *MYB5*, we used the DEG list of *TT2* to perform gene network analyses. We first performed a GO term enrichment analysis (agriGO; http://bioinfo.cau.edu.cn/agriGO, accessed on August 2017). Enriched GO terms in up- and downregulated genes are presented in Supplementary Tables S5 and S6. Similarly, to the GO term enrichment analysis performed on the *TT2/MYB5* overlap, we found *TT2* OE upregulated genes were strongly enriched in GO categories related to stress and secondary metabolic process. In particular, *HSFA3*, *HSFA7A*, and *MBF1C* (MULTIPROTEIN BINDING 1 C), three major regulators of multiple stress responses, were significantly upregulated (Table 1). 

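All 25 genes of Table 1 were higher in *TT2* OE than in Col-0 within the sets, with a median log2 ratio of 0.48. With the set term 6 of them rose: *BAN*, *DFR* and *LDOX* of the late flavonoid pathway, *ERF72*, an ethylene response factor (log2 ratio 0.59, adjusted p = 0.0276), *PDF1.1*, a plant defensin (1.57, adjusted p = 0.0307), and *OSM34*, an osmotin of the salt and pathogen response (0.64, adjusted p = 0.0219). Genes of the stress response that did not pass include *RAB18*, a dehydrin (adjusted p = 0.0837), the chaperone *HSP90.1* (adjusted p = 0.211) and *GolS1*, which makes the osmoprotectant galactinol (adjusted p = 0.0916). The transcription factors *HY5* (adjusted p = 0.0537) and *MYBL2* (adjusted p = 0.0721), both of flavonoid regulation, did not pass either. All 25 passed when adjusted over the list alone, but the study chose the list on these libraries, so this is not independent evidence of its direction. The planned model called 0 of the 25 (6 at an unadjusted p under 0.05, 2 by DESeq2 and 2 by the likelihood ratio test). The calls of *ERF72*, *PDF1.1* and *OSM34* each ended without P2 (adjusted p = 0.14, 0.128 and 0.081) or R2 (0.264, 0.148 and 0.145), those of *ERF72* and *PDF1.1* also without S2 (0.0999 and 0.0623) or U2 (0.101 and 0.0695), and those of *PDF1.1* and *OSM34* also without M2 (0.197 and 0.129) or O2 (0.166 and 0.085).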

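*HSFA3* (AT5G03720), a heat shock factor that acts downstream of drought and heat signals, stood at 2.74 ± 0.623 CPM (SD, n = 3) in Col-0 and 4.31 ± 0.894 CPM (SD, n = 3) in *TT2* OE. *HSFA7A* (AT3G51910), another factor of the class, stood at 18.1 ± 3.65 CPM (SD, n = 3) and 23.8 ± 2.69 CPM (SD, n = 3). *MBF1C* (AT3G24500), a transcriptional coactivator of heat tolerance, stood at 14.2 ± 9.12 CPM (SD, n = 3) and 20.6 ± 16.1 CPM (SD, n = 3). Each of them was higher in *TT2* OE than in Col-0 in each of the 3 sets. Given the set term, *HSFA3* had a log2 ratio of 0.66 (standard error 0.159, adjusted p = 0.0735), *HSFA7A* of 0.40 (standard error 0.101, adjusted p = 0.0837) and *MBF1C* of 0.44 (standard error 0.114, adjusted p = 0.0955), none of which passed edgeR's quasi-likelihood test. The likelihood ratio test with the set term called *HSFA3* (adjusted p = 0.00596), *HSFA7A* (adjusted p = 0.0159) and *MBF1C* (adjusted p = 0.0201). In *MYB5* OE the log2 ratios were 0.55 for *HSFA3* (adjusted p = 0.404), 0.32 for *HSFA7A* (adjusted p = 0.478) and 0.61 for *MBF1C* (adjusted p = 0.113). Each of the 3 genes had an adjusted p of 1 in the planned model. Of the 18 heat shock factors, edgeR called 0 with the set term (4 higher at an unadjusted p under 0.05, 0 by DESeq2 and 2 by the likelihood ratio test), and 2 were higher when adjusted over the list alone.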

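All 24 genes of Table 2 had a fitted log2 ratio with the set term below 0 in *TT2* OE, with a median of -0.57, and 13 of them fell. Single sets could differ: *PRX2* stood at 0.767 CPM in *TT2* OE R2 and at 0.54 CPM in Col-0 P2. *LOX1*, a lipoxygenase of root and defence signalling, fell from 99.3 ± 1.7 CPM (SD, n = 3) to 42.1 ± 12.5 CPM (SD, n = 3), or by 1.29 on the log2 scale (adjusted p = 0.00165). *TGG2*, a myrosinase that breaks down glucosinolates, fell from 13.6 ± 0.463 CPM (SD, n = 3) to 4.99 ± 2.47 CPM (SD, n = 3), or by 1.53 (adjusted p = 0.00368). The other myrosinase gene of the table, *TGG1*, had a log2 ratio of -0.44 (adjusted p = 0.0591), and the lignin gene *4CL1* one of -0.36 (adjusted p = 0.12). Of the 24 genes, 7 lie between AT5G06000 and AT5G10000, where genes were lower together in both overexpressors, and 5 of these 7 are among the 13: *ANAC81*, *SNRK2.1*, AT5G08670, AT5G08680 and *FLS1*. All 24 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Without the set term edgeR called 0 of the 24 (12 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by the likelihood ratio test). Of 14 salicylate and camalexin defence genes, *PR1* and *ALD1*, which makes the immune signal pipecolate, fell with the set term, and 3 fell when adjusted over the list alone. That list was lower in *TT2* OE (camera, adjusted p = 0.0346, and adjusted p = 0.255 with an estimated correlation), with a median of -0.04. It too was chosen after the paper's results on these libraries had been read. *ALD1* fell by 2.40 (adjusted p = 0.0149), and its call ended without P2, S2 or R2 (adjusted p = 0.0756, 0.0566 and 0.0989). The calls of AT5G08670 and AT5G08680 ended without any 1 of the 6 Col-0 and *TT2* OE libraries (adjusted p from 0.0894 to 0.201 and from 0.064 to 0.223), that of *ANAC81* without M2, P2 or R2 (0.051, 0.081 and 0.144), that of *SNRK2.1* without M2, P2, O2 or R2 (0.0831, 0.082, 0.0702 and 0.129), and that of *FLS1* without M2, P2 or R2 (0.0848, 0.207 and 0.283).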

Downregulated genes were mostly enriched in phenylpropanoid metabolic process but also showed enrichment in stress response-related terms (Table 2). 

To further characterize the TT2 DEGs, we used Genemania (https://genemania.org, accessed on August 2017) to build gene regulatory networks (GRN) from these categories. Two major networks of highly co-regulated genes could be defined from the upregulated genes, GRNs “response to stress” and “secondary metabolic process” (Figure 7, Supplementary Table S7). 

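The upregulated network "response to stress" has 67 measured genes, of which 12 rose in *TT2* OE with the set term. The largest rises among those 12, named after their values were seen, were of the chitinase gene *HCHIB*, of *BCB*, a blue copper protein induced by stress (log2 ratio 1.71, adjusted p = 2.39e-06), of *PDF1.1* and of *GSTF6*, a glutathione transferase of the pathogen response (1.28, adjusted p = 0.00183). *HSPRO2*, linked to basal resistance to bacteria, rose by 0.93 (adjusted p = 0.00083). Others of the 12 are better known outside stress: *FLC*, the repressor of flowering (0.47, adjusted p = 0.042), and AT1G18330, a MYB-like gene of the clock (0.39, adjusted p = 0.0337). The median of the network was 0.46 in *TT2* OE, and it was higher than other genes (camera, adjusted p = 1.57e-48, and adjusted p = 0.0219 with an estimated correlation). In *MYB5* OE edgeR called 0 of its genes (26 higher and 2 lower at an unadjusted p under 0.05, 7 higher by DESeq2 and 10 by the likelihood ratio test), with 19 higher when adjusted over the list alone. As a list it was higher in *MYB5* OE too (adjusted p = 1.87e-17, and adjusted p = 0.109 with an estimated correlation). In *TT2* OE 53 rose when adjusted over the list alone. The study chose the network on these libraries, so none of this is independent evidence of its direction. With genotype alone in the model, edgeR called 0 of the 67 in *TT2* OE (7 at an unadjusted p under 0.05, 1 by DESeq2 and 1 by the likelihood ratio test). The call of AT1G18330 ended without any 1 of the 6 Col-0 and *TT2* OE libraries (adjusted p from 0.0773 without U2 to 0.301 without R2), and that of *FLC* without M2, P2, O2 or R2 (0.178, 0.3, 0.147 and 0.325).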

The stress response GRN contained genes involved in response to biotic stress (defense response to bacterium) and multiple abiotic stresses (oxidative, salt, heat, high light, and cold stress), together with genes involved in multiple hormones response (Table 1, Supplementary Tables S7 and S8). Seventeen genes of the *HSFA2* common stress cluster were found in the stress response GRN (Supplementary Table S7). Secondary metabolic process GRN was found mostly involved in the production of PA (Table 1, Supplementary Table S7 and S9). 

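The upregulated network "secondary metabolic process" has 34 measured genes, of which 12 rose in *TT2* OE with the set term. They include *BAN*, *DFR*, *LDOX* and *TT19* of anthocyanin and proanthocyanidin synthesis, *CYP83A1* and *MAM1* of glucosinolate synthesis, and *MRN1* and *CYP708A2* of triterpene synthesis. *CYP708A2*, which hydroxylates thalianol, rose by 0.79 (adjusted p = 0.0196), *G6PD6*, which supplies NADPH, by 0.47 (adjusted p = 0.0235), and *PDS1*, a dioxygenase of tocopherol and plastoquinone synthesis, by 0.44 (adjusted p = 0.0355). *MRN1* went from 0.819 ± 0.576 CPM (SD, n = 3) in Col-0 to 3.62 ± 1.94 CPM (SD, n = 3) in *TT2* OE. As a list the network was higher in *TT2* OE, with a median of 0.44 (camera, adjusted p = 4.31e-18, and adjusted p = 0.0219 with an estimated correlation), and 19 genes rose when adjusted over the list alone. In *MYB5* OE 2 of its genes rose, *CYP83A1* and *MAM1*, and 6 when adjusted over the list alone (camera, adjusted p = 0.000382, and adjusted p = 0.109 with an estimated correlation). This network too was chosen by the study on these libraries and is not independent evidence. For the 34 genes the planned model of edgeR gave 0 calls in *TT2* OE (11 at an unadjusted p under 0.05, 2 by DESeq2 and 2 by the likelihood ratio test). The call of *CYP708A2* ended without M2, P2, S2, R2 or U2 (adjusted p = 0.0605, 0.127, 0.0611, 0.223 and 0.0646), that of *G6PD6* without M2, P2, O2 or R2 (0.175, 0.0926, 0.0912 and 0.201), and that of *PDS1* without M2, P2, O2 or R2 (0.226, 0.166, 0.12 and 0.325).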

Two GRNs of highly co-regulated genes were found downregulated in *TT2* OE (Figure 7, Supplementary Table S7). 

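In the downregulated network "response to stress", 14 of 48 measured genes fell in *TT2* OE with the set term. *DOX1*, a dioxygenase that makes oxylipins in defence, fell by 0.92 (adjusted p = 0.0256), the sulfate transporter gene *SULTR1;2* by 0.75 (adjusted p = 0.0112), and *PGIP1*, an inhibitor of fungal polygalacturonases, by 0.97 (adjusted p = 0.0201). *MLP28*, of the major latex protein family, fell by 0.65 (adjusted p = 0.00538). *LOX1*, *PR1*, *PAL1* and *PAL4* are also among the 14. Of the 48 genes, 7 lie between AT5G06000 and AT5G10000, *PGIP1* among them. The network was lower in *TT2* OE, with a median of -0.47 (camera, adjusted p = 3.45e-28, and with an estimated correlation adjusted p = 0.0584, or 0.00251 in the planned model), and 35 genes fell when adjusted over the list alone. In *MYB5* OE 1 of its genes fell, AT2G38380, and 15 when adjusted over the list alone (camera, adjusted p = 3.39e-09, and adjusted p = 0.158 with an estimated correlation). The study chose its members on these libraries, so the direction is not independent evidence. By the planned model, edgeR called 0 of the 48 in *TT2* OE (13 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by the likelihood ratio test). The call of AT2G38380 in *MYB5* OE ended without M2, P2 or N2 (adjusted p = 0.0532, 0.159 and 0.105). In *TT2* OE the call of *DOX1* ended without P2, S2, O2, R2 or U2 (0.186, 0.08, 0.0777, 0.148 and 0.0816), that of *SULTR1;2* without P2 or R2 (0.0926 and 0.148), that of *PGIP1* without P2, S2, R2 or U2 (0.133, 0.0616, 0.135 and 0.0615), and that of *MLP28* without R2 (0.111).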

The downregulated GRN “response to stress” contained genes related to fungus response together with genes involved in cold, osmotic, and wounding stress response (Supplementary Table S7 and S10). 

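In the downregulated network "secondary metabolic process", 8 of 36 measured genes fell in *TT2* OE with the set term. They are *PAL1* and *PAL4* of general phenylpropanoid metabolism, *FLS1* of flavonol synthesis, *CYP86A1* and *GPAT5* of suberin synthesis, *TGG2*, the glutathione transferase gene *GSTU22*, and *PELPK1*, which encodes a cell wall protein. *GPAT5*, an acyltransferase of suberin, fell by 0.81 (adjusted p = 0.0128), and *GSTU22* by 0.62 (adjusted p = 0.0461). *PELPK1* fell from 142 ± 82.9 CPM (SD, n = 3) to 55.5 ± 30.0 CPM (SD, n = 3), with an adjusted p of 0.000522, and it lies with *FLS1* in the block of chromosome 5. The network was lower in *TT2* OE, with a median of -0.44 (camera, adjusted p = 2.01e-25, and with an estimated correlation adjusted p = 0.0685, or 0.0435 in the planned model), and 24 genes fell when adjusted over the list alone. In *MYB5* OE 3 of its genes fell, *FLS1*, *PELPK1* and *CYP86A1*, and 16 when adjusted over the list alone (camera, adjusted p = 9.19e-21, and adjusted p = 0.109 with an estimated correlation). As for the other networks, its members were chosen on these libraries and are not independent evidence. In the planned model edgeR called 0 of the 36 in *TT2* OE (8 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by the likelihood ratio test). The call of *GPAT5* ended without M2, P2 or R2 (adjusted p = 0.0527, 0.116 and 0.173), that of *GSTU22* without any 1 of the 6 libraries of Col-0 and *TT2* OE (0.0523 without U2 to 0.292 without P2), and that of *PELPK1* in *MYB5* OE without P2 (0.0506).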

The downregulated GRN “secondary metabolic process” contained genes involved in flavonols biosynthesis, lignin biosynthesis, and early steps of the general phenylpropanoid metabolic pathway (Supplementary Table S7 and S11). 

To screen for shared features between the promoters of the different GRNs, we used the MEME suite V4.12.0 tool to perform de novo motif enrichment analysis. Promoters of upregulated genes from the stress response GRN were found enriched in motifs similar to the SIIE, the E-box, and in HSE (Figure 7). 

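Promoters of the 67 genes of the upregulated stress network did not differ by test from those of other tested genes in the site II element, the E-box or the heat shock element. The site II element lay in 17 of them (25.4%, against 25.9%; odds ratio 0.975, adjusted p = 1), the E-box in 10 (14.9%, against 10.3%; odds ratio 1.52, adjusted p = 0.557), and the heat shock element, read as GAANNTTC or TTCNNGAA, in 21 (31.3%, against 29.7%; odds ratio 1.08, adjusted p = 1). None of these differences passed the two-sided Fisher's exact test. Against 1000 shuffles of each promoter, a background added after this had been seen, the odds ratio of the site II element was 3.98 (adjusted p = 0.00371 over the 12 sets).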

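In the upregulated network of secondary metabolism, to which the flavonoid genes *BAN*, *DFR* and *LDOX* belong, 10 of 34 promoters held the E-box (29.4%), against 10.3% of other tested genes (odds ratio 3.63, two-sided Fisher's exact test, adjusted p = 0.0153). The AC-rich element, read as [AC]CC[AT]A[AC] and bound by MYB factors, lay in 27 of the 34 (79.4%), against 88.4% (odds ratio 0.504, adjusted p = 0.339). With so many other promoters holding it, a test of its presence left little room to show enrichment. The site II element lay in 4 of the 34 (11.8%, odds ratio 0.382, adjusted p = 0.28).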

Interestingly, promoters of genes belonging to the secondary metabolism GRN were enriched in E-box motif and in AC-rich element although with high E-values (Figure 7). Promoters of downregulated GRNs were only enriched in motifs corresponding to AC-rich element. 

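In the downregulated networks the AC-rich element lay in 42 of 48 promoters of the stress genes (87.5%, odds ratio 0.916, adjusted p = 1) and in 33 of 36 of the secondary metabolism genes (91.7%, odds ratio 1.44, adjusted p = 1). The site II element lay in 6 of the 48 (12.5%, odds ratio 0.409, adjusted p = 0.155) and in 5 of the 36 (13.9%, odds ratio 0.462, adjusted p = 0.381), and the E-box in 2 (4.17%, adjusted p = 0.557) and 3 (8.33%, adjusted p = 1). No element differed from the other tested genes in these networks by the two-sided Fisher's exact test, adjusted over all elements and sets. For the AC-rich element, held by 88.4% of the other promoters, that test left little room to show enrichment.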

Overall, *TT2* performs a complex modulation of both stress responses and anthocyanin/PA biosynthesis genes and this modulation seems to involve different cis-elements. 

## 4. Discussion

### 4.1. Role of the TT2/MYB5 in the Plant Heat Stress Response 

In this report, we provide strong evidence for the involvement of TT2 and MYB5 in the heat stress response. We show in transient and stable transformation experiments that TT2 mediates *HSFA2* regulation directly or indirectly via SIIE motifs (Figure 2 and Figure 4). We also show that *TT2* and *MYB5* overexpressing plantlets are heat stress resistant, whereas *tt2*, *myb5*, and *tt2/myb5* loss of function mutants are impaired in heat stress resistance (Figure 3 and Figure 4, Supplementary Figure S2). These results extend previous reports of *tt2* mutant seeds, being more sensitive to salt, sucrose, and ABA that were attributed to an increased permeability of the seed coat to stressors [29]. However, as *myb5*-1 does not exhibit the yellow seed phenotype but show the same sensitivity to heat stress, the hypothesis of the increased permeability of the seed coat to stressors is unlikely (Figure 4). In addition, the significant modulation of stress-related genes in OE plants further establishes a role of *TT2* and *MYB5* as regulators of stress response (Figure 6 and Figure 7). 

TT2 and MYB5 were previously thought to be seed coat-specific factors whereas PAP1 was found to be present in vegetative organs. Here, we show that *TT2* is expressed at low levels in vegetative parts of the plant and that the expression of *TT2*, *BAN*, and *TT8* is modulated by heat stress (Figure 5). Consistent with previous reports [12], *BAN*, *DFR*, *LDOX*, *TT4*, and *TT8* were also induced constitutively in *TT2* OE lines (Figure 4, Table 1 and Supplementary Table S4). These results confirm that the full MBW complex is present and active in vegetative organs. It would be very interesting to localize the tissues where *TT2* and *TT8* are induced during stress to better understand their precise functions. Previously, the PAP1-4-containing MBW complex was thought to be the only MBW complex present in vegetative organs. In our study, *PAP1* was found to be downregulated by heat stress in wild type plants, while *LDOX* and *DFR* were not induced, suggesting that a PAP1-containing MBW is not involved in the heat response (Figure 5). Overall, our results indicate that *TT2* and *MYB5* are genuinely involved in heat stress resistance in vegetative organs, warranting further investigations into the role and mechanisms of MBW complex formation and functioning in different stress conditions.

### 4.2. TT2/MYB5 in Stress Resistance Is Independent of Anthocyanin/PA Metabolism

The MBW complex was demonstrated to regulate anthocyanin and PA accumulation. Flavonoids have been described as important components of multiple biotic and abiotic stress responses [31]. However, we do not believe that these molecules play a major role in the resistance phenotypes associated with *TT2/MYB5* OEs. *TT2* OE alone is not sufficient to trigger ectopic anthocyanin/PA accumulation [32], but is sufficient to increase basal heat stress resistance (Figure 3). In addition, *myb5-1* mutants are not impacted in flavonoid metabolism and do not exhibit the yellow seed phenotype. Still, they show the same defect in thermotolerance as *tt2* mutants. 

Other groups reported 35S:*TT2* plants were inducing strong *BAN* expression without exhibiting PA and PA precursor accumulation in vegetative organs [12]. In our study, we found the PA biosynthesis genes *DFR*, *LDOX*, *BAN* to be specifically upregulated in *TT2* OE plants, while flavonol (*FLS1*) and anthocyanin (*GSTs*) biosynthesis genes were downregulated (Table 1 and Table 2). At the same time, several enzymes of the very early steps of the general phenylpropanoid metabolic pathway were downregulated (*4CL1*, *PAL1* and *PAL4*; Table 2 and Supplementary Table S4). These results most likely explain the absence of PA accumulation in *TT2* OE plants and show that PA accumulation requires other seed-specific factors. 

Gene expression analysis further supports the view of *TT2* functioning in stress resistance and in flavonoid biosynthesis through independent mechanisms. RNA-seq analysis performed in this study suggests that *MYB5* and *TT2* redundantly regulate stress response genes but not flavonoid biosynthesis genes, which were found to be differentially regulated in *TT2* OE plants only. This suggests stress resistance is not the consequence of anthocyanin/PA accumulation. Previous studies of developing *tt2-5* seeds showed that 33.6% and 32.1% of up- and down-regulated genes, respectively, were involved in stress/defense response, whereas only 0.2% and 5.4% of up- and down-regulated genes were involved in flavonoid metabolism [33]. Our findings that *TT2* OE upregulates the expression of many stress-related genes rule out the possibility that this modulation is due to seed coat defects or an overall lack of anthocyanins/PA (Figure 6). Motif enrichment analyses also suggest the regulation of stress response and secondary metabolic process is performed directly, or indirectly, by different protein complexes. SIIE motifs were found to be enriched in the promoters of stress response genes but not in the promoters of secondary metabolic process-related genes (Figure 7). Consequently, we attribute enhanced stress resistance to the modulation of SIIE-regulated genes in general. 

### 4.3. TT2 Dual Modes of Transcriptional Regulation 

TT2 and MYB5 binding sites have been previously identified as the MYB core and AC-rich elements [34]. Contrary to what we observe for *HSFA2* promoter regulation, the *BAN* promoter, which does not contain SIIEs, could not be activated by TT2 or MYB5 alone but required the full MBW complex for proper activation [22]. This indicates that the regulation of *HSFA2* and *BAN* promoters by TT2/MYB5-TT8-TTG1 involves different mechanisms. Examining the *HSFA2* promoter, we found several putative binding sites for TT8 (E-boxes), and MYBs (AC-rich elements, Figure 6), which may explain the residual activation of the *HSFA2* promoter mutated in the SIIEs (Figure 4). Indeed, a combination of TT2-TT8-TTG1 but not MYB5-TT8-TTG1 retained a strong ability to activate the mutated *HSFA2* promoter. This tends to indicate that TT2 and MYB5 alone regulate transcription through SIIEs while TT2-TT8-TTG1 but not MYB5-TT8-TTG1 can activate transcription through other means. Accordingly, GRNs upregulated by *TT2* OE were linked with different cis-regulatory elements (Figure 7). Stress response GRN was linked with HSE, SIIE, and E-box motifs, whereas secondary metabolic process GRN was linked to the E-box and AC-rich element. 

Overall, we propose that the *HSFA2* promoter is regulated by a combination of TT2/MYB5 through SIIEs and the MBW complex through AC-rich and E-box motifs. Interestingly, the *HSFA2* promoter has two tandem repeats of AC-rich elements and E-box motifs separated by exactly 21 nucleotides. Our proposed model of TT2 and MYB5 involvement in *HSFA2* promoter regulation is presented in Figure 8. 

## Figures and Tables

**Figure 1:**
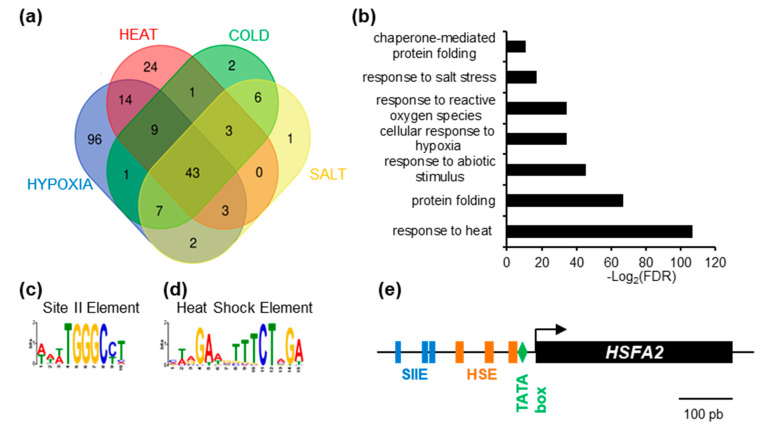
Identification of enriched cis-element in the promoter of HEAT SHOCK FACTOR A2 (HSFA2)-coregulated genes. (**a**) Venn diagram representing the intersection between genes identified as positively regulated with HSFA2 during cold, salt, heat, and hypoxia stress. (**b**) GO term enrichment of the 43 genes in the HSFA2 common stress cluster. (**c**) SII element (WWWTGGGCCT) and (**d**) Heat Shock Element (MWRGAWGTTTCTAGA) DNA motifs enriched in the promoter of the 43 *HSFA2* common stress cluster. (**e**) Schematic representation of *HSFA2* promoter featuring TATA box (−23), HSEs (−33; −77; −133) and SII (−186; −201; −250).

**Figure 2:**
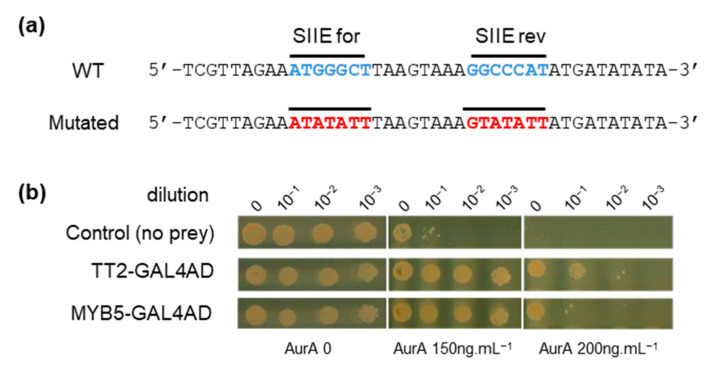
**TRANSPARENT TESTA 2** (TT2) and MYB5 bind to the HEAT SHOCK FACTOR A2 (HSFA2) promoter. (**a**) Wild type (WT) and mutated sequences of the HSFA2 promoter used for the screening. (**b**) Yeast 1 hybrid interaction strength of TT2 and MYB5 with the HSFA2 promoter at different aureobasidin A, AurA, concentrations.

**Figure 3:**
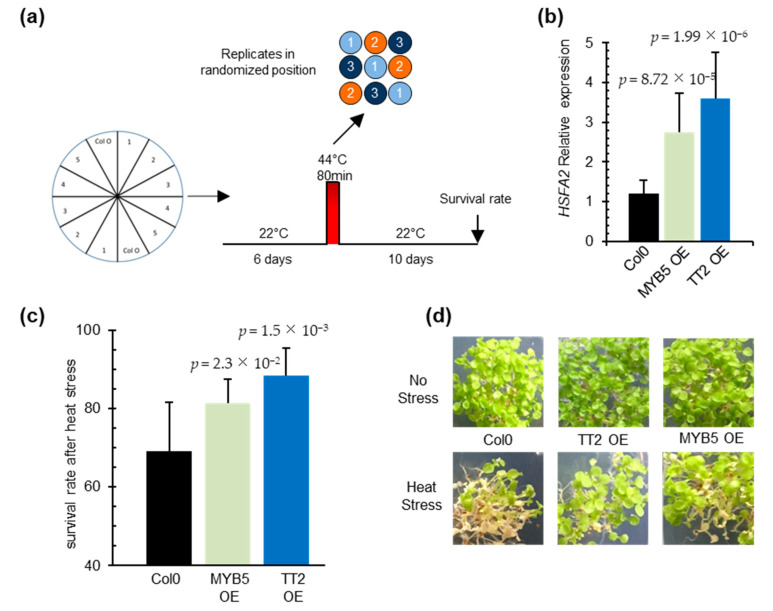
**TRANSPARENT TESTA 2** (TT2) and MYB5 overexpression triggers upregulation of HEAT SHOCK FACTOR A2 (HSFA2) in planta and provides heat resistance. (**a**) Schematic representation of the resistance assay protocol. Each stress is applied on three identical petri dishes placed in randomized positions in the growth chamber. Lines were sowed symmetrically in vitro and grown in control conditions for six days. Heat stress consisted of 80 min at 44 °C. Survival rates were observed after 10 days. (**b**) HSFA2 expression in transgenic *TT2* or *MYB5* overexpressors (OEs) plants. Results are the mean of three independent measurements. Errors bars represent standard deviations (SD). Results are significant with *p*-values < 0.05 (Wilcoxon test). (**c**) Survival rates of TT2 OEs and MYB5 OEs plants after heat stress. Histograms present the mean of three independent measurements. Each measurement is the average of six randomized technical replicates. Error bars represent SD. *p*-values were obtained from Student’s *t*-test. (**d**) Representative pictures of two-week-old TT2 OEs and MYB5 OEs plants grown in control and heat stress conditions.

**Figure 4:**
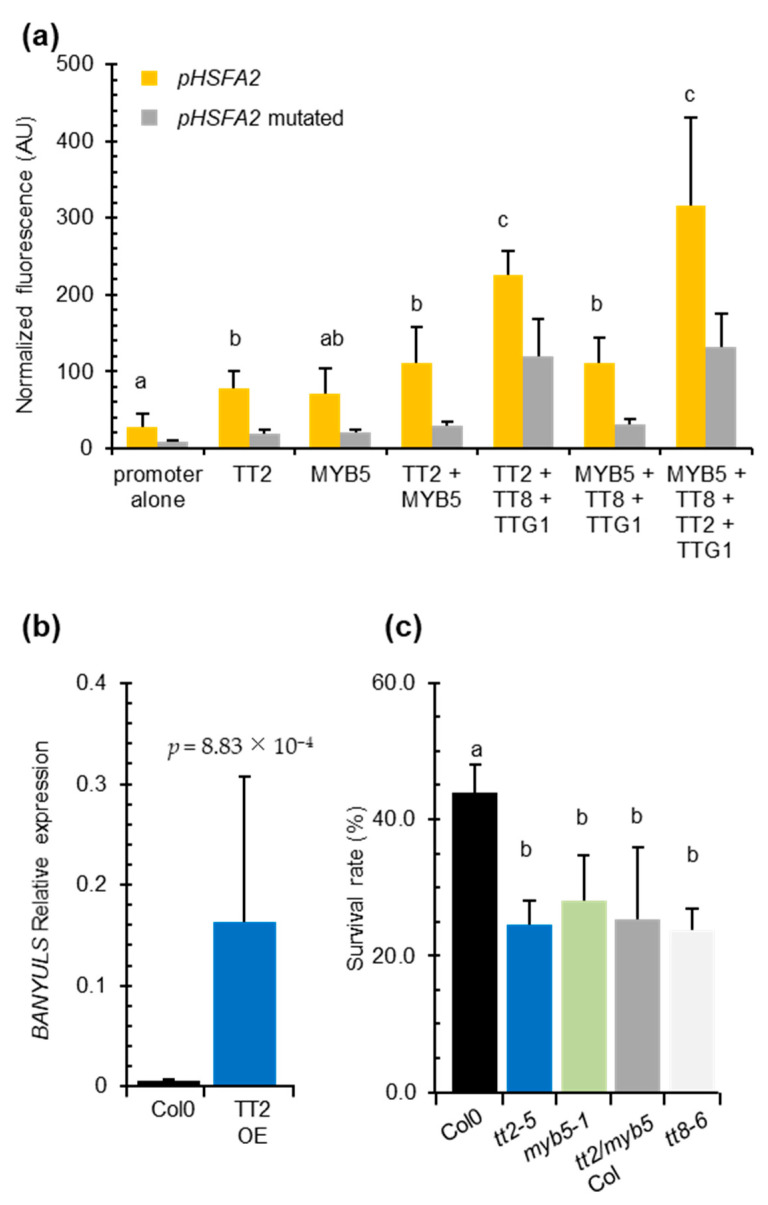
The entire MYB–BHLH–WDR (MBW) complex is required for *HEAT SHOCK FACTOR A2* (*HSFA2*) regulation and heat stress resistance in vegetative organs. (**a**) *Physcomitrella patens* protoplast transient transformation assays. *HSFA2* promoter or the mutated *HSFA2* promoter version lacking the three SIIelement were co-transformed in moss protoplasts with different transcription factors composing the MBW complex. Total fluorescence was normalized by the number of protoplasts per transformation. Differences between wild type and mutated promoter activities are all significantly different with *p*-values < 0.03. (**b**) *BANYULS* (*BAN*) expression in five independent *TRANSPARENT TESTA 2* (*TT2*) overexpressors. (**c**) Heat stress resistance potential of Col-0 compared to *tt2-5* and *myb5-1* and the double mutant *tt2/myb5* backcrossed three times in Col-0 (*tt2/myb5 Col).* Histograms are the mean of three independent experiments, each consisting of the average of six randomized technical replicates. *p*-values were obtained by the Student’s *t*-test and error bars represent SDs. Letters indicate statistical significance with *p*-values < 0.05.

**Figure 5:**
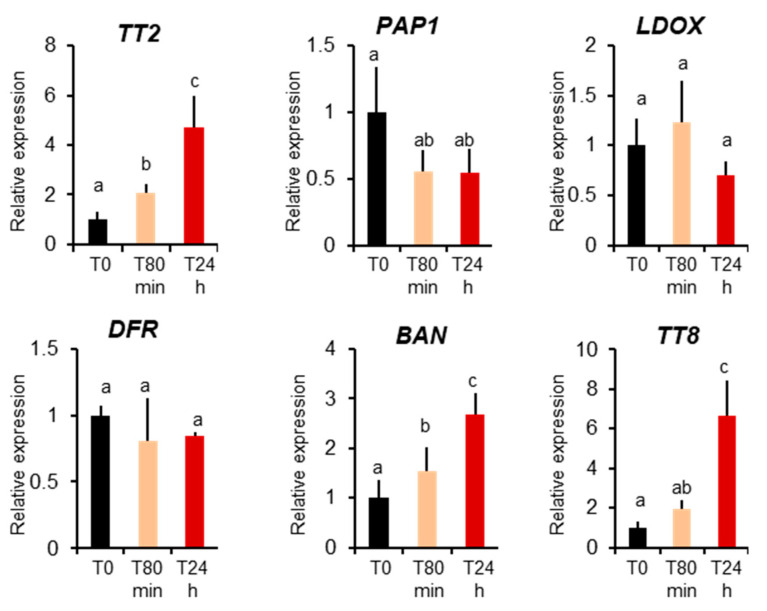
MYB–BHLH–WDR component and target expression during heat stress. Col 0-plants were collected before heat stress (T0), after 80 minutes of heat stress (T80min) and the next day (T24h). Gene expression was measured using real-time quantitative PCR. Results are the means of six independent experiments. Bars represent standard errors. Different letters indicate the statistical significance with *p*-values < 0.05 (Student’s *t*-test).

**Figure 6:**
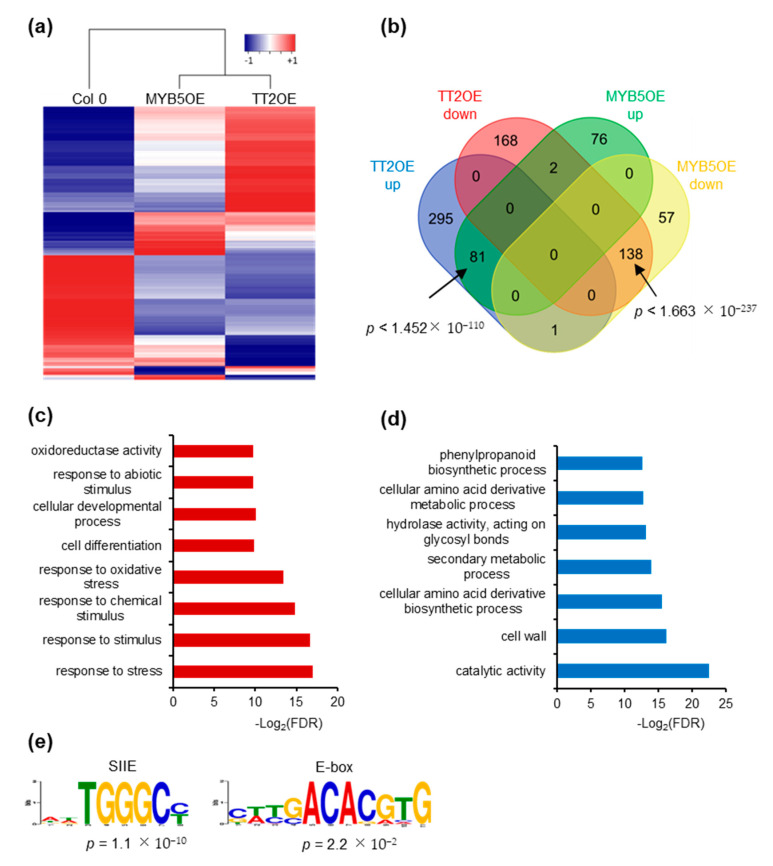
TRANSPARENT TESTA 2 (TT2) overexpressor (OE) and MYB5 OE redundantly regulate stress response genes. (**a**) Heatmap representation of *TT2* OE and *MYB5* OE up- (red) and downregulated (blue) genes. Heatmap was generated from mean RPKM values. (**b**) Venn diagram showing the overlap between *TT2* OE and *MYB5* OE differentially expressed genes, DEGs. 51.3% of the *MYB5* OE upregulated genes are also upregulated in *TT2* OE and 70.4% of the *MYB5* OE downregulated genes are also downregulated in *TT2* OE. The overlaps are statistically significant, hypergeometric test. (**c**) and (**d**) Gene ontology (GO) term enrichment analysis of common upregulated (**c**) or downregulated (**d**) genes in *TT2* and *MYB5* OEs. (**e**) DNA motif enriched in the promoter of genes upregulated in TT2 OEs plants.

**Figure 7:**
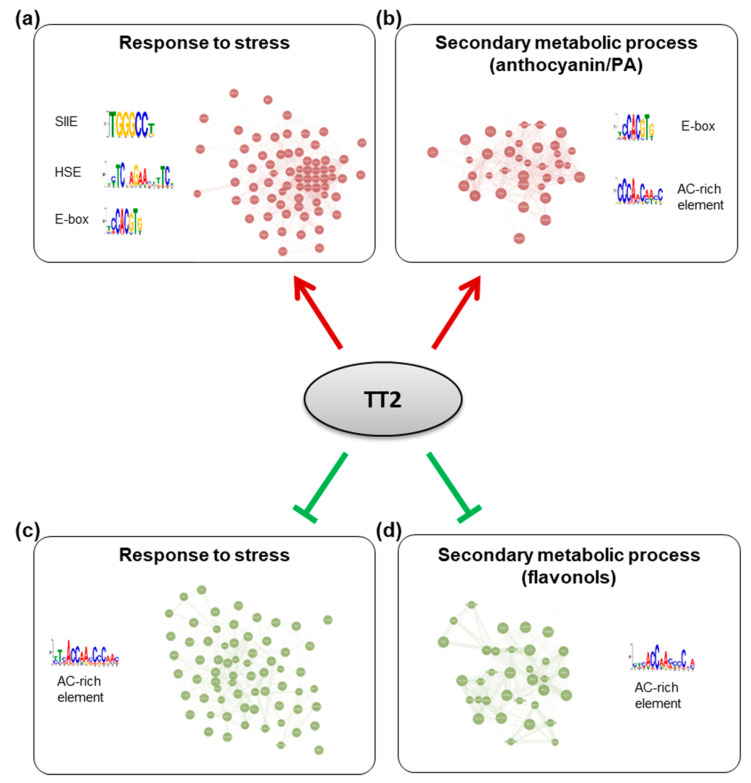
Gene regulatory networks (GRNs) regulated by TRANSPARENT TESTA 2 (TT2) overexpressors (OE). GRNs were constructed from differentially expressed genes in *TT2* OEs. (**a**) Upregulated genes belonging to the “response to stress” gene ontology (GO) category belong to a tightly coregulated set of genes including *HEAT SHOCK FACTOR A2*, *A3*, *A7A*, *MULTIPROTEIN BRIDGING FACTOR 1C*, and many chaperones. Promoters of these genes were found to be enriched in SII element, heat shock element and E-box motifs. (**b**) Upregulated genes belonging to the “secondary metabolic process” GO category formed another network including multiple flavonoids biosynthesis genes (*BANYULS*, *LEUCOANTHOCYANIDIN DIOXYGENASE*, *TRANSPARENT TESTA 5* and *6*, etc…). Promoters of these genes were enriched in E-box and a motif similar to the AC-rich element. A comparable AC-rich element motif was enriched in downregulated GRNs (**c**,**d**).

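*HSFA2* (AT2G26150), a heat shock factor that sustains the heat response, lies on chromosome 2 from 11135624 to 11137792 (TAIR10.1). Its transcripts stood at 1.51 ± 1.54 CPM (SD, n = 3) in Col-0, 2.08 ± 1.83 CPM (SD, n = 3) in *TT2* OE and 1.86 ± 1.99 CPM (SD, n = 2) in *MYB5* OE. Its log2 ratio with the set term was 0.46 in *TT2* OE (standard error 0.3, adjusted p = 0.586) and 0.30 in *MYB5* OE (adjusted p = 0.874), neither of which passed edgeR's test, and in the planned model the adjusted p was 1 in both. *HSFA2* was higher in *TT2* OE than in Col-0 in 2 of the 3 sets. In *MYB5* OE it stood at 3.265 CPM in Q2 against 3.262 CPM in Col-0 P2, and at 0.451 CPM in N2 against 0.368 CPM in M2. The paper's Q-PCR found more *HSFA2* transcripts in both overexpressors. The size of that rise was not compared with these uncertain ratios, so they neither bear it out nor contradict it. The *HSFA2* promoter holds the site II element ATGGGCT from 143 to 149 bp upstream of the annotated transcription start, and ATGGGCC on the opposite strand from 128 to 134 bp. An E-box lies from 51 to 56 bp upstream and another from 336 to 341 bp. Heat shock elements lie at 26 to 33 bp (GAAGCTTC), 76 to 83 bp (TTCTGGAA) and 81 to 88 bp (GAAGTTTC). Of the chaperone list, none of the 25 genes passed in *MYB5* OE with the set term (4 higher at an unadjusted p under 0.05, 1 by DESeq2 and 1 by the likelihood ratio test), and 1 was higher when adjusted over the list alone.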

**Figure 8:**
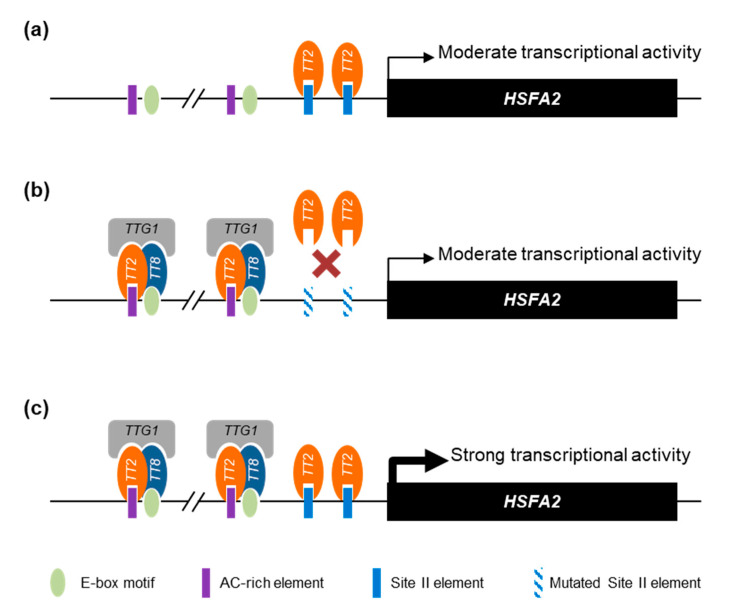
Proposed model of *HEAT SHOCK FACTOR A2* (*HSFA2*) promoter regulation by TRANSPARENT TESTA 2 (TT2) and MYB5. (**a**) When expressed alone, TT2 and MYB5 are able to drive a moderate transcriptional activity mostly dependent on the SII element (SIIE). (**b**) Together with the other members of the MYB–BHLH–WDR (MBW) complex, TRANSPARENT TESTA 8 (TT8) TRANSPARENT TESTA GLABRA 1 (TTG1), TT2 acquires new DNA binding specificities. When the SIIE is mutated, the MBW complex is still able to induce a moderate transcriptional activity through the E-box and AC-rich element motifs. (**c**) The concerted action of TT2-TT8-TTG1 and TT2 or MYB5 monomers trigger a strong activation of the *HSFA2* promoter. For simplicity, we represent the different proteins as regulating transcription through direct DNA binding.

**Table 1:** Selection of *TRANSPARENT TESTA 2* overexpressor upregulated genes from the two major gene ontology categories, response to stress and secondary metabolic process.

Identifier	Fold Change	Gene Description
**Response to Stress**		
**AT5G03720**	1.57	HEAT SHOCK TRANSCRIPTION FACTOR A3 (HSFA3)
**AT3G51910**	1.33	HEAT SHOCK TRANSCRIPTION FACTOR A7A (HSFA7A)
**AT3G24500**	1.39	MULTIPROTEIN BRIDGING FACTOR 1C (MBF1C)
**AT3G16770**	1.52	ETHYLENE RESPONSE FACTOR 72 (ERF72)
**AT5G59780**	1.28	MYB DOMAIN PROTEIN 59 (MYB59)
**AT4G31800**	1.46	WRKY DNA-BINDING PROTEIN 18 (WRKY18)
**AT5G52640**	1.29	HEAT SHOCK PROTEIN 90.1 (HSP90.1)
**AT2G19310**	1.27	HSP20-like chaperones superfamily protein
**AT5G51440**	1.57	HSP20-like chaperones superfamily protein
**AT1G63750**	1.55	Disease resistance protein (TIR-NBS-LRR class) family
**AT1G63860**	1.42	Disease resistance protein (TIR-NBS-LRR class) family
**AT5G41740**	1.45	Disease resistance protein (TIR-NBS-LRR class) family
**AT1G75830**	3.04	Plant defensin 1.1 (PDF1.1)
**AT4G22212**	1.41	Encodes a defensin-like (DEFL)
**AT2G43535**	1.39	Encodes a defensin-like (DEFL)
**AT2G21490**	2.24	dehydrin LEA
**AT2G47180**	1.29	Galactinol synthase 1 (GolS1)
**AT4G11650**	1.57	OSMOTIN 34 (OSM34)
**AT5G66400**	1.32	RESPONSIVE TO ABA 18 (RAB18)
**Secondary Metabolic Process**		
**AT1G71030**	1.30	MYB-LIKE 2 (MYBL2)
**AT5G11260**	1.39	ELONGATED HYPOCOTYL 5 (HY5)
**AT5G13930**	2.15	TRANSPARENT TESTA 4 (TT4)
**AT5G42800**	34.65	DIHYDROFLAVONOL 4-REDUCTASE (DFR)
**AT4G22880**	6.34	LEUCOANTHOCYANIDIN DIOXYGENASE (LDOX)
**AT1G61720**	451.56	BANYULS (BAN)

**Table 2:** Selection of *TRANSPARENT TESTA 2* overexpressors downregulated genes from the two major gene ontology categories, response to stress and secondary metabolic process.

Identifier	Fold Change	Gene Description
**Response to Stress**		
**AT5G08790**	−1.48	ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 81 (ANAC81)
**AT5G06960**	−1.30	TGACG MOTIF-BINDING FACTOR 5 (TGA5)
**AT2G14610**	−30.09	PATHOGENESIS-RELATED GENE 1 (PR 1)
**AT2G17060**	−1.97	Disease resistance protein (TIR-NBS-LRR class)
**AT5G07390**	−1.64	RESPIRATORY BURST OXIDASE HOMOLOG A (RBOHA)
**AT5G08590**	−1.39	SNF1-RELATED PROTEIN KINASE 2.1 (SNRK2.1)
**AT1G55020**	−2.42	LIPOXYGENASE 1 (LOX1)
**AT2G37040**	−1.44	PHE AMMONIA LYASE 1 (PAL1)
**AT1G45145**	−1.49	THIOREDOXIN H-TYPE 5 (TRX5)
**AT1G05250**	−13.72	PEROXIDASE 2 (PRX2)
**AT5G51890**	−1.30	PEROXIDASE 66 (PRX66)
**AT2G38380**	−1.47	Peroxidase superfamily protein
**AT1G68850**	−1.80	Peroxidase superfamily protein
**AT5G64110**	−1.30	Peroxidase superfamily protein
**AT5G08670**	−1.35	Encodes the mitochondrial ATP synthase beta-subunit
**AT5G08680**	−1.35	Encodes the mitochondrial ATP synthase beta-subunit
**Secondary Metabolic Process**		
**AT5G08640**	−1.72	FLAVONOL SYNTHASE 1 (FLS1)
**AT5G25980**	−2.88	THIOGLUCOSIDE GLUCOHYDROLASE 2 (TGG2)
**AT5G26000**	−1.35	THIOGLUCOSIDE GLUCOHYDROLASE 1 (TGG1)
**AT1G17170**	−1.47	GLUTATHIONE S-TRANSFERASE TAU 24 (GSTU24)
**AT1G17180**	−2.02	GLUTATHIONE S-TRANSFERASE TAU 25 (GSTU25)
**AT1G78340**	−1.54	GLUTATHIONE S-TRANSFERASE TAU 22 (GSTU22)
**AT1G51680**	−1.28	4-COUMARATE:COA LIGASE 1 (4CL1)
**AT2G37040**	−1.44	PHENYLALANINE AMMONIA LYASE 1 (PAL1)
**AT3G10340**	−1.44	PHENYLALANINE AMMONIA-LYASE 4 (PAL4)

## Data Availability

All the data supporting the results of this paper are present in the paper and/or the supplementary materials. The RNA-Seq data analysed in this article have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE171922 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171922). All the materials and relevant data are available from the corresponding author on request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12050746/s1, Figure S1: Graphical representation of the promoter of the 43 coregulated genes showing enriched DNA motifs, Figure S2: *TT2* and *MYB5* are involved in plant stress resistance, Table S1. Genes strongly coregulated with HSFA2 during heat, cold, hypoxia, and salt stresses, Table S2. Genes differentially expressed in TT2 OE or MYB5 OE compared to wild-type plants, Table S3. GO terms enriched in TT2OE upregulated genes, Table S4. GO terms enriched in TT2OE downregulated genes. Table S5. GRNs controlled by TT2, Table S6. GO terms enrichment in upregulated GRN “response to stress”, Table S7. GO terms enrichment in upregulated GRN “secondary metabolic process”, Table S8. GO terms enrichment in downregulated GRN “response to stress”, Table S9. GO terms enrichment in downregulated GRN “secondary metabolic process”, Table S10. Primer used for Y2H prey cloning, Table S11. Primer used for expression analysis.

How the deposited data were processed for this re-analysis (not part of the article)

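RNA from whole seedlings of Col-0, *TT2* OE and *MYB5* OE was sequenced by the study, and the deposited table gives, for each gene, counts of reads that the authors obtained with CLC Genomics Workbench 10 on the TAIR10 genome. The values used here are these deposited counts of reads per gene, which are whole numbers. Libraries had been made with a NEBNext Ultra Directional kit. The table also holds 24 columns of normalized values of the same libraries, and 4 columns of 1 library that matches no sample of the study, and neither were used. Total counts per library had a median of 44181214 in Col-0 (3 libraries), 43101591 in *MYB5* OE (2 libraries) and 40150213 in *TT2* OE (3 libraries). The 10 most abundant genes took from 7.57% to 9.82% of the counts of a library. Each pair of libraries was checked for a library deposited more than once, and none was found. At this depth a group with 0 counts is compared through a floor of 3 counts over the group, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

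Genes were kept by edgeR's filter on low counts by genotype (20382 of 28496), normalized by TMM (factors from 0.932 to 1.06) and compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with all 8 libraries and genotype alone in the model. An adjusted p under 0.05 (Benjamini-Hochberg) counted as a call, with no minimum fold. The comparisons were *TT2* OE with Col-0, *MYB5* OE with Col-0, and *TT2* OE with *MYB5* OE. The transgenes *TT2* and *MYB5* are left out of the counts, as in the paper. Hierarchical clustering on log2 CPM gave 3 sets of libraries, and residuals after genotype had a correlation of at least 0.733 within and at most 0.255 between sets; the main components of the counts took 54.6% and 24.0% of the variance. The model with the set as a term was added after this had been seen. Each model was tested on counts simulated with the set differences and dispersions of the set-term model, which favours that model. In these, a 4-fold change was called in 43.9% of changed genes in *TT2* OE and 12.1% in *MYB5* OE without the set term. With the set term it was called in 100% of them. Fitted log2 ratios of genes with few counts depend on the prior count of the fit, so for groups with 0 to 3 counts a bound or a ratio of counts is given, or the ratio is named as fitted.

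The gene lists were written before the data were examined, as were the comparisons, the tests, the alternatives and the rule for named genes. The lists were late flavonoid and proanthocyanidin genes, early flavonoid and flavonol genes, anthocyanin decoration genes, MBW complex members and flavonoid regulators, general phenylpropanoid and lignin genes, heat shock factors, heat-induced chaperones and cofactors, aliphatic glucosinolate genes, indole glucosinolate genes, jasmonate genes, salicylate and camalexin defence genes, cold and osmotic stress genes, carbon starvation genes, circadian clock genes, seed storage and maturation genes, root suberin markers, root hair markers and leaf photosynthesis markers. The 4 networks of the paper's Table S7 were added to them. The glucosinolate, seed, defence and clock lists were chosen after the paper's own tables, which rest on these libraries, had been read. Their tests are therefore not independent evidence. Each list was tested with camera of limma 3.58.1 (correlation preset at 0.01), and again with an estimated correlation and with fry. Named genes are those the paper names, the 10 called genes with the largest rise and the 10 with the largest fall per comparison among those with a mean of at least 1 CPM and libraries of the genotypes apart, and up to 4 members of each list with the smallest p. The values in the paper's tables had been seen when this rule was written.

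Overlap of calls was tested by a one-sided Fisher's exact test, with 20 simulations of shared controls. Promoters of 20303 genes (99.6% of the genes tested were found in the TAIR10.1 annotation) were searched for 4 elements over 500 bp upstream of the transcription start, with Python 3.11.15, scipy 1.17.1 and numpy 2.4.6; figures were drawn with matplotlib 3.10.9. Genes were scanned along the chromosomes in windows of 100 neighbouring tested genes, against 10000 random sets, and pairs of libraries were compared with 0.1 CPM added. The alternatives were relative log expression factors, DESeq2 1.42.0, the likelihood ratio test, no filter on counts and the 2 genotypes alone in the fit. Others left out each library in turn or the genes from AT5G06000 to AT5G10000, or set a minimum fold of 1.5. Those for promoters were 1000 bp, the start codon, a background matched on expression and the core of the element. The promoter alternatives were run for the site II element alone. A limma fit on normalized values was not run, because counts were at hand. Sequence reads were not available, so mapping and counting are the authors'.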

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

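Tests of normalization, of sequencing depth, of the time of day, of the reads of AT2G39850 and of the DNA at its locus were chosen only after the result had been seen, and those of GC content, the site II element, copy number and tissue mix before it. Genes from AT5G06800 to AT5G09590 on chromosome 5, a stretch the paper does not discuss, were lower together, with medians of -0.411 in *TT2* OE and -0.434 in *MYB5* OE. The ends of the block were set where these same ratios were lowest, and both lines share the Col-0 libraries. Its medians and shares are therefore not independent evidence. GC content or gene length does not account for the block: the lowest of 10000 sets matched on length, GC content and expression was -0.058. Nor does the site II element, as block genes without it had a median of -0.408 or lower. The median outside the block lay no farther from 0 than 0.004. TMM holds that median near 0, so it does not test normalization. A copy number difference between the Col-0 plants and both lines is a candidate explanation. The medians of the less and the more expressed genes of the block differed by at most 0.071, which it allows. Shares of 96.9% and 97.9% of genes that were lower also met its prediction, but the choice of the ends favoured them. The folds of the medians, 0.752 in *TT2* OE and 0.74 in *MYB5* OE, were not tested against any copy number. Regulation of the block by both transcription factors through another route was not tested.

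Libraries also fell into 3 sets that cross the genotypes, with a median absolute log2 ratio of the clock genes of 2.832 between sets 2 and 1 and 3.572 between sets 3 and 1. Sequencing depth does not account for them, as the ranges of total counts overlap and the mean totals differ at most 1.13-fold. Leaf and root hair markers moved apart by -0.266 at most, which gave no sign of a different mix of shoot and root. Root suberin genes varied more between Col-0 libraries: *FAR5* stood at 2.84 CPM in M2 and 13.1 CPM in P2, and *ASFT* at 17.0 and 52.5. *CYP86A1* stood at 13.2 and 12.7. A different mix of tissues is therefore not excluded. A different time of day at harvest is a candidate explanation: the clock genes exceeded all of 10000 lists matched on expression (highest median 1.015 and 0.891, permutation test with random lists, p = 1e-04, the smallest it can give), and *CCA1*, *LHY*, *RVE8* and *PRR9* moved against *TOC1*, *PRR5*, *ELF4*, *LUX* and *GI*. The labels give no harvest time, so separate growths, days or library batches that happen to match the sets also stay open.

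AT2G39850 was nearly silent in *TT2* OE, with a log2 ratio of -8.285. Its neighbour *TOPP4* fell from 2517 counts over the Col-0 libraries to 163 over those of *TT2* OE, and neither gene is discussed in the paper. Too few reads do not account for the loss, with 2303 counts of AT2G39850 over the Col-0 libraries and 6 over those of *TT2* OE. A change in the DNA of the *TT2* OE plants at this locus, such as an insertion, and regulation by *TT2* cannot be told apart, because the 8 nearest tested genes had a median of -0.128 and reached from -0.387 to 0.252, which both allow.

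In the test of the difference between the overexpressors with the set term, *TT2* OE lay above *MYB5* OE in *BAN* (6.433, a fitted log2 ratio against 1 count), *DFR* (4.156), *CYP702A6* (2.939) and *M17* (2.381). It lay below *MYB5* OE in AT2G39850 (-8.146), *PR1* (-7.376, fitted with 1 count in *TT2* OE), *GH9B15* (-3.926), *TOPP4* (-3.789), *CP1* (-3.229), *EXPA2* (-2.949), AT1G29100 (-2.799), *CYP709B2* (-1.982), AT3G21380 (-1.686), *ICK5* (-1.477), *LOX1* (-1.205), AT5G64110 (-0.901) and *AGP24* (-0.636). *CYP83A1*, a glucosinolate gene outside those the paper discusses, had a log2 ratio of 3.499 in *MYB5* OE, and of 2.772 without Q2.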

How the results depend on the processing

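The set term, the shuffled promoters and the settings combined with the set term were chosen only after the results had been seen. In counts simulated with set differences the planned model missed most 2-fold changes, so few calls do not show that few genes differ. No paired analysis was planned, because the labels give libraries separate codes and no shared replicate number. Whether the sets are the biological replicates of the paper is not stated. The set term is a block by sets found in the counts (residual correlation of 0.733 to 0.85 within a set). The order of the labels hints at the same block. Along the codes the genotypes recur as Col-0, *MYB5* OE and *TT2* OE, 1 round per set, without *MYB5* OE in set 3. The planned model leaves this block out, so its few calls do not show what a blocked design would give. The limma fit on normalized values was not run, and the percent of shared calls is undefined in the planned model, which calls 0 genes in *MYB5* OE. Where a library is left out of *MYB5* OE, the lone library left is assumed to vary like the other groups. Over all values compared, 498 stayed the same, 109 moved, 46 lost their call, 23 gained one and 7 turned in direction with a call. Unless a smaller number of libraries explains it, the cause was not tested.

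Without the set term the counts of genes higher and lower in *TT2* OE, higher and lower in *MYB5* OE and different between the lines were 0, 1, 0, 0 and 1. DESeq2 gave 19, 10, 6, 6 and 19, the likelihood ratio test 16, 10, 6, 1 and 17, and the set term 141, 145, 14, 19 and 33. The 2 genotypes alone gave 2 lower in *TT2* OE and 0 different, and no filter gave 2 different. Shared genes that were higher numbered 0, with 3 by DESeq2, 2 by the likelihood ratio test and 7 with the set term, and shared genes that were lower 0, with 13 with the set term. Without 1 library of the genotypes compared, genes lower in *TT2* OE and genes that differ ranged from 0 to 1, and the other counts stayed at 0. Calls among 44 list tests were 28, with 22 to 28 without 1 library, 5 with an estimated correlation and 4 with fry; with the set term they were 30, with 28 to 31 without 1 library, 2 with an estimated correlation and 11 with fry.

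Combined with the set term, DESeq2 gave 246 higher in *TT2* OE, 60 higher and 86 lower in *MYB5* OE, 62 different, 35 shared higher and 58 shared lower. The likelihood ratio test gave 396, 368, 111, 185, 109, 64 and 122 (higher and lower in *TT2* OE, higher and lower in *MYB5* OE, different, shared higher, shared lower). No filter gave 235 higher in *TT2* OE, 43 and 57 in *MYB5* OE, 51 different, and 23 and 40 shared. The 2 genotypes alone gave 73 and 70 in *MYB5* OE, 91 different, and 29 and 40 shared. A minimum fold of 1.5 left 93 and 77 in *TT2* OE. Without the chromosome 5 region, 82 fell in *TT2* OE, 12 in *MYB5* OE and 6 in both. Without 1 library the ranges were 31 to 139 and 23 to 116 in *TT2* OE, 0 to 39 and 2 to 40 in *MYB5* OE, 12 to 47 different, 0 to 20 shared higher, 2 to 26 shared lower and 25.0% to 100% shared.

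The region from AT5G06000 to AT5G10000 kept a median below that of the other genes in every setting run (a difference of -0.312 in *TT2* OE and -0.306 in *MYB5* OE; -0.335 to -0.290 and -0.321 to -0.268 without 1 library). Against other genes, 0 of the 4 networks held the site II element more often by test in any planned setting; against shuffled promoters all 4 had odds ratios above 1, and 1 passed. With shuffled promoters each odds ratio turned to above 1 but that of genes that fell in *MYB5* OE with the set term (0.781); 4.59 for genes that rose there, and 1.72, 2.05 and 2.18 for the other networks, did not pass. The 7 that turned and passed were 2.19 and 2.63 for genes that rose and fell in *TT2* OE with the set term, 3.03, 2.6, 3.25 and 2.65 for the higher and lower genes of *TT2* OE and of *MYB5* OE in Table S4, and 3.98 for the upregulated stress network.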

Differences from the paper's values

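The set term and its combinations, named below, were chosen after seeing the values. At the paper's threshold, an adjusted p under 0.05, the paper counts 684 genes in *TT2* OE and 354 in *MYB5* OE, where the planned model called 1 (*TOPP4*) and 0. None of the alternatives set before the data were examined came within the paper's counts: the highest were 29 and 12, both by DESeq2. With the set term, chosen after seeing the values, 286 and 33 genes were called, which drops 401 and 324 of the paper's genes. The likelihood ratio test with the set term, also chosen after seeing the values, called 764 and 296 and drops 57 and 141 of the paper's genes.

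Supplementary Table S4 of the paper gives 81 genes higher and 138 lower in both overexpressors, where the planned model shared 0 and 0, as did each alternative set beforehand but DESeq2 (3 and 0) and the likelihood ratio test (2 and 0). With the set term, chosen after seeing the values, 7 and 13 were shared, and 64 and 122 with the likelihood ratio test as well, with the paper's genes dropped as above. All 684 genes of that table in *TT2* OE and the 353 of them tested in *MYB5* OE had the same sign here with the set term.

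For *PRX2* in *TT2* OE the paper's log2 ratio is -3.78, where the planned model gave -1.91, and no alternative set beforehand had a value within the error of the paper's (-1.90 to -1.88). For AT2G38380 in *MYB5* OE the paper's log2 ratio is -0.69, where the planned model gave -0.94; within its larger error, the likelihood ratio test with the same -0.94 did not differ, and the other alternatives set beforehand (-0.93) did.

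The paper's section 3.6 states that *LDOX* and *TTG2* were higher in both overexpressors, while its Table S4 lists *LDOX* for *TT2* OE alone and its Discussion calls *LDOX* specific to *TT2* OE. *LDOX* was called here in *TT2* OE alone, and the direct difference between the lines did not pass (2.87, adjusted p = 0.234). *LDOX* had a log2 ratio of -0.34 in *MYB5* OE with the set term (adjusted p = 0.936) and 2.53 in *TT2* OE, and *TTG2* had 0.59 in *MYB5* OE (adjusted p = 0.475), with no setting run that calls either in *MYB5* OE. The same section states that *TT8* was higher in *TT2* OE alone, while Table S4 lists it for both lines (3.13 and 3.60), which these values do not differ from. Here *TT8* in *MYB5* OE had 3.42 with the set term (adjusted p = 0.0714) and was called there by DESeq2 (0.0265), the likelihood ratio test (1.98e-06), no filter (0.0465) and the 2 genotypes alone (0.0392), each with the set term, chosen after seeing the values. Without the set term it was called in both lines by DESeq2 (0.0326 in *TT2* OE and 0.0272 in *MYB5* OE) and by the likelihood ratio test (0.00256 and 0.00201). *BAN* and *DFR* were called higher in *TT2* OE, with the set term or by DESeq2 and the likelihood ratio test without it, and not in *MYB5* OE, as in the paper.

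The paper states that *TT4*, *HSFA3*, *HSFA7A* and *MBF1C* were higher in *TT2* OE. None was called in the planned model or its alternatives, nor with the set term (adjusted p = 0.0841, 0.0735, 0.0837 and 0.0955). Each was called by the likelihood ratio test with the set term, chosen after seeing the values (0.0036, 0.00596, 0.0159 and 0.0201), *TT4* also with no filter (0.0226), with the 2 genotypes alone (0.0275) and without *TT2* OE R2 (0.0026), and *HSFA3* with no filter (0.0479). The legend of the paper's Fig. 7 places *HSFA2* among the upregulated genes, where its log2 ratio was 0.46 (adjusted p = 0.586) and no setting run calls it. The paper also reports higher *HSFA2* transcripts by Q-PCR in both overexpressors, and activation of its promoter in moss protoplasts. The ratio here was positive and uncertain, and the size of the Q-PCR rise was not compared with it. It neither bears these results out nor contradicts them. The paper counts 3 site II elements in the *HSFA2* promoter. Here 2 exact matches to [AT]TGGGC[CT] lay within 1000 bp of the annotated transcription start. The paper found its motif by a search for enriched motifs, and its transcription start may differ from the one used here. A looser match that the paper counted is therefore not excluded. Tallied over the tables, all 25 genes of Table 1 and all 24 of Table 2 had the paper's direction.

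The paper states that the site II element is enriched in the promoters of the higher genes of both lines and of the lower genes of *TT2* OE. The paper does not state the background of its search, so its comparison may be unlike those made here. Against other tested genes the odds ratios were 0.665, 0.71 (adjusted p = 0.336, not passed) and 0.54, and they were above 1 against shuffled promoters (3.03, 3.25 and 2.6), a background chosen after seeing the values, under which 500 random genes had 4.93. The paper also states enrichment of this element, the E-box and the heat shock element in the upregulated stress network (odds ratios of 0.975, 1.52 and 1.08, none called against other genes; 3.98 for the site II element against shuffled promoters) and of AC-rich elements in the secondary metabolism network and in the downregulated networks (0.504, 0.916 and 1.44, none called). The AC-rich element lay in 88.4% of the other promoters, so the test of its presence left little room to show enrichment. Enrichment of the E-box in genes higher in *TT2* OE and in the secondary metabolism network was called here too (odds ratios 1.74 and 3.63). Other promoter lengths and backgrounds were tried for the site II element alone, so the E-box result rests on 1 setting.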

Other observations

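The tests across splits of the libraries, and the set term throughout this part, were chosen after the results had been seen. The seed, glucosinolate, defence and clock lists were chosen after the paper's results on these libraries had been read. Lists of seed, jasmonate and carbon starvation genes were higher in *TT2* OE with the set term by camera's preset correlation, with few single genes called, and none of the 3 lists passed with an estimated correlation (adjusted p = 0.124, 0.115 and 0.137). Of 11 seed storage and maturation genes, 2 rose (5 when adjusted over the list alone): *M17*, a late embryogenesis protein (4.07-fold, adjusted p = 0.00531), and *PAP85*, a vicilin-like storage protein (1.75 on the log2 scale, adjusted p = 0.0461). The call of *PAP85* ended without M2, P2, O2 or R2 (adjusted p = 0.207, 0.362, 0.131 and 0.348). The seed list had camera adjusted p = 2.87e-05. Of 14 jasmonate genes, *VSP1* and *JAZ7*, a repressor of jasmonate signalling, rose, and the same number rose when adjusted over the list alone (adjusted p = 0.000384 for the list). Of 7 carbon starvation genes, *BT2*, a scaffold protein repressed by sugar, rose by 0.90 (adjusted p = 0.0408), and 6 rose when adjusted over the list alone (adjusted p = 6.75e-09 for the list). The calls of *BT2* and *JAZ7* ended without M2, P2, S2, R2 or U2 (adjusted p up to 0.233 and 0.226; the ratio of *BT2* was 0.52 without R2), and that of *JAZ7* without O2 (0.142).

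In *MYB5* OE the seed list was higher too with the set term (camera, adjusted p = 1.11e-06, and 0.158 with an estimated correlation). So was the carbon starvation list (0.000803 and 0.407), while the jasmonate list did not pass there (0.841). Of 14 indole glucosinolate genes, *IGMT1*, a methyltransferase, rose in *TT2* OE by 0.52 (adjusted p = 0.0122), with 2 when adjusted over the list alone, and the list did not pass (adjusted p = 0.363). The call of *IGMT1* ended without M2, P2 or R2 (adjusted p = 0.0527, 0.101 and 0.178). Among 18 circadian clock genes, AT1G18330 and *RVE1* rose in *TT2* OE within the sets (0.39 and 0.46; 3 when adjusted over the list alone), and the list was higher (adjusted p = 0.000584, adjusted p = 0.0803 with an estimated correlation, and adjusted p = 0.255 in the planned model); the call of *RVE1* ended without any 1 of the 6 libraries (adjusted p from 0.0583 without M2 to 0.362 without P2). Cold and osmotic stress genes (13 measured) were lower as a list in *TT2* OE, with a median of -0.17 (adjusted p = 0.00354, adjusted p = 0.182 with an estimated correlation, and adjusted p = 0.0749 in the planned model), while edgeR called 0 of them (6 lower at an unadjusted p under 0.05, 1 by DESeq2 and 2 by the likelihood ratio test). The 11 leaf photosynthesis markers and 8 root hair markers did not differ between *TT2* OE and Col-0 (adjusted p = 0.912 and 0.36). In *MYB5* OE the leaf, root hair and salicylate and camalexin lists were higher in the planned model alone (camera, adjusted p = 0.0208, 0.0362 and 0.00636). With the set term camera gave 0.0937, 0.156 and 0.154. In the planned model with an estimated correlation they did not pass either (0.279, 0.402 and 0.212).

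The Col-0 and *TT2* OE libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 2 calls in the planned model, with 0 as the highest of the others, so it led as 1 of 10. With the set term it gave 287, with 1 as the highest of the others (transgene included). Splits that put both libraries of a set in 1 group lose that set's contrast, so they could not rival the real one with the set term. The other splits with 1 library of each set per group (M2 P2 U2, M2 R2 S2 and M2 R2 U2 against the rest) gave 0 calls. At an unadjusted p under 0.01 with the set term, 119 genes were higher in both lines, against 5.98 expected of independent lists. Simulations of unchanged lines with shared controls gave at most 17, but leave out the effects, and the 3 controls cannot be split into 2 groups of at least 2, so part of the excess over independent lists may come from the shared controls: with the set term, shared genes that rose numbered 0 without Col-0 P2 and 20 without Col-0 S2. AT1G53885 is called in each comparison with the set term although its counts lie in Col-0 S2 (113) and *MYB5* OE N2 (124) alone, and AT1G29951 in *MYB5* OE on 393 counts in Q2.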
